# Comparative Microarray Analysis of Proliferating and Differentiating Murine ENS Progenitor Cells

**DOI:** 10.1155/2016/9695827

**Published:** 2015-11-30

**Authors:** Peter Helmut Neckel, Roland Mohr, Ying Zhang, Bernhard Hirt, Lothar Just

## Abstract

Postnatal neural progenitor cells of the enteric nervous system are a potential source for future cell replacement therapies of developmental dysplasia like Hirschsprung's disease. However, little is known about the molecular mechanisms driving the homeostasis and differentiation of this cell pool. In this work, we conducted Affymetrix GeneChip experiments to identify differences in gene regulation between proliferation and early differentiation of enteric neural progenitors from neonatal mice. We detected a total of 1333 regulated genes that were linked to different groups of cellular mechanisms involved in cell cycle, apoptosis, neural proliferation, and differentiation. As expected, we found an augmented inhibition in the gene expression of cell cycle progression as well as an enhanced mRNA expression of neuronal and glial differentiation markers. We further found a marked inactivation of the canonical Wnt pathway after the induction of cellular differentiation. Taken together, these data demonstrate the various molecular mechanisms taking place during the proliferation and early differentiation of enteric neural progenitor cells.

## 1. Introduction

The enteric nervous system (ENS) is a largely autonomous and highly complex neuronal network found in the gastrointestinal tract. Its two major plexuses are integrated into the layered anatomy of the gut wall and, together with central modulating influences, exert control over gastrointestinal motility, secretion, ion-homeostasis, and immunological mechanisms [1]. In order to achieve this variety of functions, the ENS is composed of a multitude of different neuronal and glial cell types and closely interacts with smooth muscle cells and myogenic pacemaker cells called interstitial cells of Cajal. Furthermore, a population of neural stem or progenitor cells in the ENS has been identified in rodents [2, 3] and humans that retain their proliferative capacity throughout adult life even into old age [4, 5]. It is therefore not surprising that the correct functioning of the ENS as well as the regulation on enteric neural progenitor cells is subjected to the influence of a myriad of transmitters, neurotrophic and growth factors, signalling molecules, and extracellular matrix components, which are not exclusively expressed by neural cell types [6]. Likewise, the control of the development of the ENS is equally complex and mutations in its genetic program can lead to fatal dysplasia like Hirschsprung's disease (HCSR) [7, 8].

HSCR is hallmarked by an aganglionic distal bowel leading to life-threatening disturbances in intestinal motility. Today's therapeutic gold standard, the surgical resection of the affected gut segments, is nevertheless associated with problematic long-term outcomes with regard to continence [9]. In order to improve the therapeutic success, the use of autologous enteric neural stem cells was proposed [10]. This concept relies on the* in vitro* expansion of enteric neural stem cells derived from small biopsy materials. However, we are just beginning to understand the molecular mechanisms that underlie neural stem cell biology and how this knowledge can be used for optimizing* in vitro* culture conditions [11, 12].

Genome-wide gene-expression analyses are a useful tool to examine the genetic programs and cellular interactions and have been widely used to identify potential markers or signalling mechanisms especially in CNS neurospheres or cancer tissues. Further, gene-expression assays have also helped to unravel genetic prepositions associated with HSCR [13, 14], though little effort has so far been put into characterizing the genetic profile of enteric neural stem cells* in vitro* [15].

Here, we used an Affymetrix microarray analysis to evaluate the genetic expression profile of proliferating murine enteric neural stem cells and its changes during the early differentiation* in vitro*.

## 2. Materials and Methods

### 2.1. Cell Culturing

Cell culturing was conducted as described previously [15]. The handling of animals was in accordance to the institutional guidelines of the University of Tuebingen, which conform to the international guidelines.

Neonatal (P0) C57BL/6 mice without regard to sex were decapitated and the whole gut was removed. After removal of adherent mesentery the longitudinal and circular muscle layers containing myenteric plexus could be stripped as a whole from the small intestine. Tissue was chopped and incubated in collagenase type XI (750 U/mL; Sigma-Aldrich, Taufkirchen, Germany) and dispase II (250 *μ*g/mL; Roche Diagnostics, Mannheim, Germany) dissolved in Hanks' balanced salt solution with Ca^2+^/Mg^2+^ (HBSS; PAA, Pasching, Austria) for 30 min at 37°C. During enzymatic dissociation the tissue was carefully triturated every 10 min with a fire polished 1 mL pipette tip. Prior to the first trituration step, cell suspension was treated with 0.05% (w/v) DNAse I (Sigma-Aldrich). After 30 min, tissue dissociation was stopped by adding fetal calf serum (FCS; PAA) to a final concentration of 10% (v/v) to the medium. Undigested larger tissue pieces were removed with a 40 *μ*m cell strainer (BD Biosciences, Franklin Lakes, NJ, USA). Residual enzymes were removed during two washing steps in HBSS at 200 g. After dissociation, cells were resuspended in proliferation culture medium (Dulbecco's modified Eagle's medium with Ham's F12 medium (DMEM/F12; 1 : 1; PAA)) containing N2 supplement (1 : 100; Invitrogen, Darmstadt, Germany), penicillin (100 U/mL; PAA), streptomycin (100 *μ*g/mL; PAA), L-glutamine (2 mM; PAA), epidermal growth factor (EGF; 20 ng/mL; Sigma-Aldrich), and fibroblast growth factor (FGF; 20 ng/mL; Sigma-Aldrich). Cells were seeded into 6-well plates (BD Biosciences) in a concentration of 2.5 × 10^4^ cells/cm^2^. Only once before seeding, the medium was supplemented with B27 (1 : 50; Invitrogen). EGF and FGF were added daily and culture medium was exchanged every 3 days. All cultivation steps were conducted in a humidified incubator at 37°C and 5% CO_2_. An overview of the following cell culture protocol is shown in Figure 1. During proliferation phase of the culture, cells formed spheroid-like bodies termed enterospheres. After 5 days of proliferation, free-floating enterospheres were picked and transferred to petri dishes (Ø 60 mm; Greiner Bio One, Frickenhausen, Germany) in 5 mL fresh proliferation medium and proliferation was continued for further 4 days.

Single free-floating enterospheres (50 enterospheres/dish) were picked again, washed 3 times in Tris buffer, and transferred into new petri dishes containing either proliferation medium or differentiation medium. Differentiation medium consists of DMEM/F12 containing N2 supplement (1 : 100), penicillin (100 U/mL), streptomycin (100 *μ*g/mL), L-glutamine (2 mM), and ascorbic acid-2-phosphate (200 *μ*M; Sigma-Aldrich).

Enterospheres were proliferated or differentiated for 2 more days, thereby forming the two experimental groups “proliferation” and “differentiation.” The difference in expression between those two groups (differentiation versus proliferation) was successively compared by microarray analysis as described below.

### 2.2. Affymetrix Microarray Analysis

Affymetrix microarray analysis was conducted similar to previously published data in three independent experiments, each with cell cultures prepared from 2 pups from the same litter [15]. In each experiment, free-floating enterospheres were picked as described above in order to diminish the fraction of adhesive fibroblasts and smooth muscle cells.

Total RNA of enterospheres of both groups was extracted using the RNeasy Micro Kit (Qiagen). RNA quality was evaluated on Agilent 2100 Bioanalyzer with RNA integrity numbers (RIN) of the samples in this study being in the range from 8 to 10. RIN numbers higher than 8 are considered optimal for downstream application [16].

Double-stranded cDNA was synthesized from 100 ng of total RNA, subsequently linearly amplified, and biotinylated using the GeneChip WT cDNA Synthesis and Amplification Kit (Affymetrix, Santa Clara, CA, USA) according to the manufacturer's instructions. 15 *μ*g of labeled and fragmented cDNA was hybridized to GeneChip Mouse Gene 1.0 ST arrays (Affymetrix). After hybridization, the arrays were stained and washed in a Fluidics Station 450 (Affymetrix) with the recommended washing procedure. Biotinylated cDNA bound to target molecules was detected with streptavidin-coupled phycoerythrin, biotinylated anti-streptavidin IgG antibodies and again streptavidin-coupled phycoerythrin according to the protocol. Arrays were scanned using the GCS3000 GeneChip Scanner (Affymetrix) and AGCC 3.0 software. Scanned images were subjected to visual inspection to check for hybridization artifacts and proper grid alignment and analyzed with Expression Console 1.0 (Affymetrix) to generate report files for quality control.

Normalization of raw data was performed by the Partek Software 6.6, applying an RMA (Robust Multichip Average) algorithm. Significance was calculated using a *t*-test without multiple testing correction (Partek), selecting all transcripts with a minimum change in expression level of 1.5-fold together with a *p* value less than 0.05.

## 3. Results

In this study, we investigated the changes of the genetic expression profile that occur during the transition from proliferating to differentiating enteric neural progenitor cells* in vitro*. Therefore, we generated enterospheres by 9 day* in vitro* cultures, which then could be picked and either proliferated or differentiated for two more days (Figure 1). mRNA was subsequently extracted and gene expression of these two groups was analysed by Affymetrix microarray analysis.

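Enterospheres are free-floating spheroids grown from the dissociated muscle layers of the newborn mouse gut, and they hold neural progenitors beside other cells of the gut wall. Total RNA was hybridised to 6 GeneChip arrays, 3 of enterospheres kept in proliferation medium for 11 days and 3 of enterospheres that spent the last 2 of the 11 days in differentiation medium without EGF and FGF. By the paper's methods, differentiation medium also contained ascorbic acid-2-phosphate, which is not listed for proliferation medium. The comparison therefore cannot separate the withdrawal of EGF and FGF from the addition of ascorbic acid-2-phosphate. The paper's methods describe independent experiments with cultures from 2 pups of the same litter, EGF at 20 ng/mL, and a first culture phase of 5 days followed by 4 more. The labels of the samples give 3 mice per sample, EGF at 10 ng/mL, and phases of 4 and 5 days, and both give FGF at 20 ng/mL and about 50 enterospheres per dish. The deposited log2 values were made by the authors with the RMA algorithm and cover 35556 transcript clusters per array, with a median cluster mean of 6.15. Of these clusters 21789 carried 1 gene symbol, 1621 carried several and 12146 carried none here, and 19938 genes had at least 1 cluster of their own. A gene with several clusters was represented by the one with the highest mean over all arrays. Correlations between arrays lay between 0.988 and 0.995 within the groups and between 0.983 and 0.989 across them, and the first principal component, with 44.2% of the variance, separated the groups. The SD within a group had a median of 0.14 on the log2 scale. Array values have no count behind them, so the precision rests on the number of arrays and the spread between them. A comparison of 3 arrays against 3 allows a two-sided exact permutation p of no less than 0.1. The groups were compared with a linear model in limma, as differentiation minus proliferation on the log2 scale, with Benjamini-Hochberg adjustment over all clusters, and a gene rose or fell where its adjusted p was under 0.05. The 39 gene lists, 24 of them on subjects of the paper, the rule for the genes named and the alternative settings were fixed before the data were examined but after the tables of the paper had been read. List members that the paper does not name in its text, figures or Tables 1 to 5 are therefore counted separately, and its supplementary tables, which were not used here, can hold some of them. A list was set against all other genes with limma's camera at a preset correlation of 0.01 between genes, adjusted over the lists, by which 8 lists lay higher and 9 lower. With an estimated correlation no list passed (lowest adjusted p = 0.245). Each array was also left out in turn.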

Analysis of mRNA expression was performed on a GeneChip Mouse Gene 1.0 ST array that determines the expression profile of 28.853 genes. Each gene was interrogated by a median of 27 probes that are spread along the full gene.

In total, the gene chip detected 1454 transcripts to be at least 1.5-fold differentially expressed between proliferating and differentiating enterospheres. 1333 of these transcripts code for already identified proteins. 

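In differentiating enterospheres 587 genes rose and 592 fell among the 19938 genes measured, 33 and 45 of them by at least 4-fold. Opalin, a membrane protein of myelin, rose most, by 39.2-fold. Its mean in proliferation lay below the median cluster mean of 6.15, and no detection call was used, so the exact fold is uncertain. Opalin was followed by Lgals3, which encodes galectin-3 and rose by 12.2-fold, and by Aqp1, a water channel, which rose by 10.2-fold (adjusted p = 1.61e-04, 3.17e-04 and 0.00107 from limma). Car6, a secreted carbonic anhydrase, had the largest decrease, by 13.6-fold, before Pth2r, a receptor for parathyroid hormone-like peptides, by 6.73-fold and Scrg1 by 6.39-fold (adjusted p = 0.00906, 0.0128 and 0.00102). Over transcript clusters, 693 were higher and 766 lower at an adjusted p under 0.05 from limma, 1459 in all, while 5560 had an unadjusted p under 0.05. The methods' t-test at its stated thresholds, without correction and at least 1.5-fold, called 1454 clusters, 603 higher and 851 lower. Of these 1119 also passed limma's adjusted test and 335 did not. In 5478 genes, 27.5% of those measured, every array of one group lay above every array of the other, where chance gives 10%. With the array in brackets left out, the call ended for Car6 (differentiation replicate 1, adjusted p = 0.0587) and Pth2r (proliferation replicate 3 or differentiation replicate 1, adjusted p from 0.0636 to 0.073). The count of changed clusters was 480 without proliferation replicate 3, and 294, 683 and 850 without differentiation replicates 1, 2 and 3 respectively. It was 664 (285 higher, 379 lower) with the replicate number as a block and 12721 (7315 higher, 5406 lower) with array weights. The methods' t-test after Benjamini-Hochberg adjustment gave 253 (175 higher, 78 lower).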

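Of the 1454 transcript clusters past the thresholds of the paper's methods, 1285 carried a gene symbol. Among these 529 were higher and 756 lower in differentiating enterospheres, and the other 169 clusters carried no symbol here.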

541 genes were found to be upregulated and 792 genes were found to be downregulated in comparison to proliferating enterospheres (see Supplementary Table 1 of the Supplementary Material available online at http://dx.doi.org/10.1155/2016/9695827).

We used the ingenuity pathway analysis software (IPA) and data mining with the science literature search engine http://www.ncbi.nlm.nih.gov/pubmed/ to divide the genes into different groups according to their function during cellular development. The largest functional group contained 171 genes related to cell cycle and apoptosis (Table 1, Supplementary Table 2). Here, we identified especially different cyclin proteins and cell division cycle proteins that were mainly downregulated. 

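Cyclins, cyclin-dependent kinases and cell division cycle genes were lower in differentiating enterospheres: of 19 measured, 12 fell and 7 did not pass the test (18 fell when adjusted over the list alone). Ccna2 (transcript cluster 10497831) encodes cyclin A2, which acts in S phase and at entry into mitosis, and fell most of the 19. Its log2 value went from 10.82 ± 0.36 to 8.60 ± 0.12 (SD, n = 3), a log2 fold change of -2.22 (standard error 0.18, adjusted p = 0.00316) from limma. Ccnb1, a further member of the list, was not analysed here. Ccnb2, a mitotic cyclin, its partner kinase Cdk1 and Cdc20, an activator of the anaphase-promoting complex, fell with log2 fold changes of -1.76, -1.69 and -1.64. Ccnd1, the cyclin D1 of the G1 phase that responds to mitogens, had a log2 fold change of -1.31 (standard error 0.14, adjusted p = 0.00578). Camera placed the list, with a median of -0.83, below the other genes (adjusted p = 4.31e-18, and adjusted p = 0.245 with an estimated correlation). The paper names 13 of the 19, chosen on these samples and so not independent evidence of the direction. The other 6 did not pass limma's test, although 5 of them were lower at an unadjusted p under 0.05. The number that fell was 7 without differentiation replicate 1.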

Further, we found several genes that are linked to neural development as well as genes regulating neural stem cell proliferation and differentiation. Furthermore, we also detected neuronal and glial differentiation markers and numerous genes involved in synapse formation (Table 2). It is noteworthy that we also identified a group of genes that are known to be involved in the differentiation of smooth muscle cells (Table 3) as well as in extracellular matrix components (Table 4). Additionally, we found regulated genes related to canonical Wnt signalling indicating a deactivation of this pathway during ENS progenitor cell differentiation (Figure 2, Table 5).

## 4. Discussion

The proliferation and differentiation of enteric neural progenitor cells during embryonic and postnatal development are controlled by a complex interplay of various intrinsic and extrinsic factors. Their exact timing is crucial for proper migration and proliferation of neural crest cells and for their differentiation into the various neural cell types that compose the complex neural structures of the ENS. Although research in recent years extended our understanding of ENS development and its pathologies [13], there are still many genes and processes unknown. Particularly, factors regulating neural progenitor proliferation and differentiation in the developing and postnatal gut as well as cellular and molecular interaction systems remain largely elusive. Here, we used* in vitro* cultures of enteric neural progenitor cells derived from murine tunica muscularis to scan for molecular programs and signalling pathways acting on cell proliferation and early differentiation.

Our experiment aimed to elucidate gene regulations in enterospheres that occur while ENS progenitor cells leave their proliferative state and begin to differentiate into more defined and specific cell types. The results of the Affymetrix gene expression analysis showed the up- and downregulation of overall 1333 known genes that code for already identified proteins. 171 of these genes could be linked to cell proliferation (Table 1, Supplementary Table 1). Amongst them we detected genes coding for proteins related to the kinetochore complex (like NSL1 [17], NUF2 [18], SKA1-3 [19], and ZWILCH [20]), cyclin proteins [21], cyclin-dependent kinases (CDK) [22], and several types of centromere proteins. 

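Genes of mitosis and the kinetochore, the complex that joins chromosomes to the spindle, had the lowest median of all 39 lists: of 43 measured, 36 fell and 7 did not pass the test (42 fell when adjusted over the list alone). Bub1, a kinase of the spindle checkpoint, Top2a, which untangles DNA, and Ect2, which acts in cytokinesis, fell with log2 fold changes of -2.52, -2.27 and -2.25. A dimmer cluster of Top2a did not pass. Nuf2, part of the Ndc80 complex that holds microtubules, had a log2 fold change of -2.24 (standard error 0.32, adjusted p = 0.0148) from limma. The SKA complex, which stabilises that hold, fell in each of its members, with log2 fold changes of -1.80 for Ska3, -0.66 for Ska2 and -0.62 for Ska1. Zwilch, of the complex that brings checkpoint proteins to the kinetochore, and Nsl1, of the kinetochore's MIS12 complex, fell with log2 fold changes of -1.57 and -0.76. Of the 24 members that the paper's text and Tables 1 to 5 do not name, 20 fell and 4 did not pass. The list median of -1.77 lay below the other genes (camera adjusted p = 1.71e-41, and adjusted p = 0.245 with an estimated correlation). The call was lost without the array in brackets for Nuf2, Ska2 and Zwilch (proliferation replicate 3 or differentiation replicate 1 or 3, adjusted p from 0.0522 to 0.0966), Ska3 (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0704 to 0.141), Ska1 (proliferation replicate 2 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0634 to 0.16) and Nsl1 (proliferation replicate 3 or differentiation replicate 1 or 2, adjusted p from 0.055 to 0.0809). Ska1 did not pass after cyclic loess (adjusted p = 0.0521). The number that fell was 19 without proliferation replicate 3 and 14 without differentiation replicate 1.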

The regulation of 145 of these genes strongly indicates a slowdown of cell cycle progression as it was intended by the experimental deprivation of growth factor supplementation by the end of the proliferation phase (see Section 3). 

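Among the 37 measured genes of Table 1, 29 fell, 2 rose and 6 did not pass limma's test. The study chose these genes on the same samples, so the table is not independent evidence of the direction. The increases were those of Cdk19, a kinase of the Mediator complex, by 0.70 and of Cdk5r1, an activator of the neuronal kinase Cdk5, by 0.68 on the log2 scale. Of 16 measured inhibitors of cyclin-dependent kinases and other genes of cell cycle exit, 2 fell and 14 did not pass (1 rose and 5 fell when adjusted over the list alone), with a camera adjusted p of 0.1. The 2 that fell were Rbl1, a relative of the retinoblastoma protein, and Ccng1, a cyclin induced by p53, with log2 fold changes of -1.27 and -0.55. Leaving out the array in brackets ended the call of Cdk19 (proliferation replicate 3 or differentiation replicate 1, adjusted p from 0.0631 to 0.0721), Cdk5r1 (differentiation replicate 1, 2 or 3, adjusted p from 0.057 to 0.0756), Rbl1 (proliferation replicate 3 or differentiation replicate 1 or 3, adjusted p from 0.0521 to 0.0829) and Ccng1 (proliferation replicate 1 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0674 to 0.156). In Table 1, the changes numbered 16 without proliferation replicate 3, 11 without differentiation replicate 1 and 20 without differentiation replicate 2.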

Interestingly, betacellulin (BTC) was upregulated nearly 6-fold although it was reported to promote cellular proliferation in the neural stem cell niche [23]. Nonetheless, the vast majority of genes including all regulated cyclins, cell division cycle proteins, and kinetochore proteins were found to be downregulated.

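Betacellulin is a ligand of the EGF receptor, and Btc (transcript cluster 10531274) rose 5.95-fold in differentiating enterospheres. Its log2 value went from 7.21 ± 0.26 to 9.78 ± 0.02 (SD, n = 3), a log2 fold change of 2.57 (standard error 0.14, adjusted p = 0.00125) from limma, and it passed with each array left out. Tgfa, another ligand of the same receptor, rose with a log2 fold change of 1.05 (standard error 0.21, adjusted p = 0.0415). Ereg and Hbegf, which bind it too, did not pass the test, with log2 fold changes of -0.63 (adjusted p = 0.522) and -0.14 (adjusted p = 0.633). Tgfa, Ereg and Hbegf were picked out after their values had been seen. Not past the test without the array in brackets was Tgfa (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.104 to 0.168).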

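Each cyclin of the list that passed the test fell. Besides Ccnd1 and those of the mitotic phase, these were Ccnf, Ccne2, Ccne1 and Ccnd3, with log2 fold changes of -1.68, -1.51, -0.83 and -0.62. Cdc25c, a phosphatase that activates Cdk1, did not pass with a log2 fold change of -1.27 (adjusted p = 0.0768 from limma). Genes of DNA replication, of which the paper names 1, went the same way: of 32 measured, 18 fell and 14 did not pass (29 fell when adjusted over the list alone), and 17 of the 31 that the paper does not name were among the decreases. Rrm2, a subunit of ribonucleotide reductase, had a log2 fold change of -2.07 (standard error 0.24, adjusted p = 0.00729). Pole, the catalytic subunit of polymerase epsilon, Uhrf1, which maintains DNA methylation at replication, and Mcm3, part of the replicative helicase, fell with log2 fold changes of -1.72, -1.66 and -1.38. The replication list had a median of -0.80 (camera adjusted p = 8.51e-25, and adjusted p = 0.245 with an estimated correlation). Without the array in brackets, the test was not passed by Ccne2 (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0835 to 0.144), Ccnd3 (proliferation replicate 3 or differentiation replicate 1, adjusted p from 0.0644 to 0.073), Rrm2 (differentiation replicate 1, adjusted p = 0.0511) and Uhrf1 (proliferation replicate 3 or differentiation replicate 1 or 2, adjusted p from 0.0637 to 0.0852). Replication genes that fell numbered 7 without proliferation replicate 3, 3 without differentiation replicate 1, 9 without differentiation replicate 2 and 11 without differentiation replicate 3.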

We also checked the regulated genes for apoptosis markers to see whether the stop in proliferation was related to cell death (Supplementary Table 2). 

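Genes that promote apoptosis did not move together. Of 16 measured, 1 rose, 1 fell and 14 did not pass the test (2 rose and 3 fell when adjusted over the list alone), with a camera adjusted p of 0.51. Bmf, a BH3-only protein that binds Bcl2 family members, rose by 0.69 and Tnfrsf10b, the mouse death receptor for TRAIL, fell by 1.03 on the log2 scale (adjusted p = 0.0234 and 0.037 from limma). Of 8 genes that inhibit apoptosis, Cflar, which blocks the activation of caspase-8, rose by 0.57 (adjusted p = 0.0224), and the other 7 did not pass (camera adjusted p = 0.213, 2 rose when adjusted over the list alone). Another cluster of Cflar had a different call. Among 18 targets of p53, 6 fell, 1 rose and 11 did not pass (7 fell and 1 rose when adjusted over the list alone). Eda2r, a receptor of the TNF family, and Plk2, a stress-induced kinase, fell with log2 fold changes of -1.11 and -1.03, while Gadd45a, which acts in growth arrest after DNA damage, rose by 1.44. For the p53 list the median was -0.24 (camera adjusted p = 4.45e-04, and adjusted p = 0.364 with an estimated correlation). With the array in brackets left out, the call ended for Bmf (proliferation replicate 2 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0551 to 0.0872), Tnfrsf10b (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0992 to 0.149), Cflar (proliferation replicate 1, 2 or 3 or differentiation replicate 1 or 2, adjusted p from 0.0542 to 0.117) and Plk2 (proliferation replicate 1 or 3 or differentiation replicate 1 or 3, adjusted p from 0.0593 to 0.0971). The p53 targets that fell numbered 3 without proliferation replicate 1 or differentiation replicate 2, 2 without proliferation replicate 3 or differentiation replicate 3 and 1 without differentiation replicate 1.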

Since only 3 of 12 apoptotic genes were regulated in the direction that indicates apoptosis, it is unlikely that apoptosis played a leading role in the interruption of proliferation. Still, the effect and regulation of apoptosis during enteric sphere cultures are an important cornerstone of understanding enteric neural progenitors in culture and* in vivo* and require further investigation. Together, on a broad basis, this dataset provides strong evidence that this cell culture design is applicable to decreasing the proliferative rate of enteric neural progenitor cells without inducing cell death or apoptosis in an appreciable quantity.

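The plot of cell cycle and apoptosis genes shows the members of these lists one by one. The 3 lists of cell division lie to the left, with decreases alone among the genes past the test. The genes that promote or inhibit apoptosis and those of cell cycle exit scatter to both sides of 0, and the p53 targets lie somewhat lower.

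**Figure D1:**
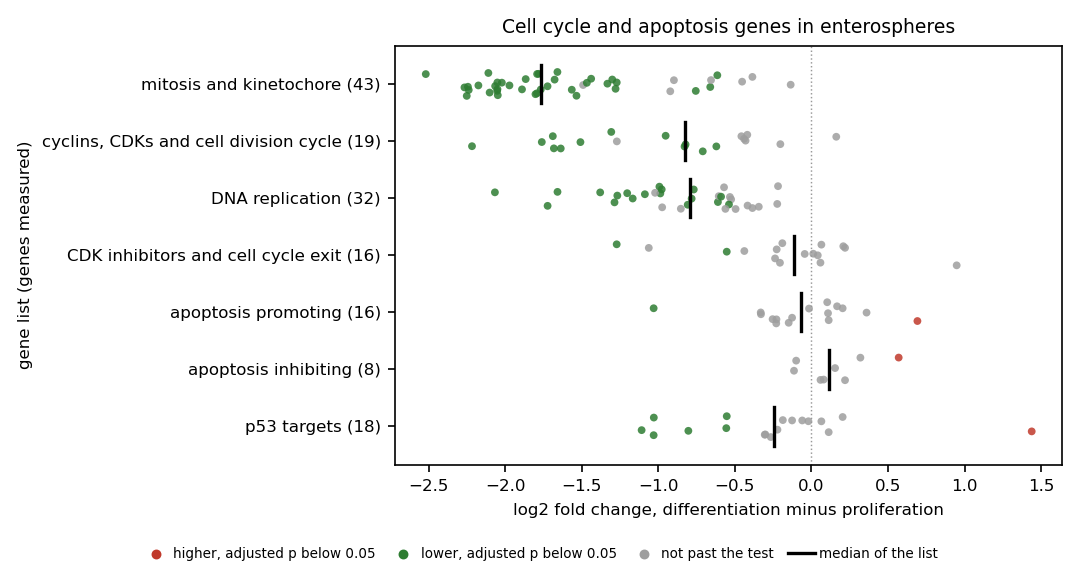
Each point is 1 gene, placed by its log2 fold change, differentiation minus proliferation, on the horizontal axis and by its gene list on the vertical axis, with the number of genes measured in brackets and 3 arrays per group. Red points rose and green points fell at an adjusted p under 0.05 from limma, grey points did not pass, black bars are the medians of the lists and the vertical scatter within a list carries no value. The median lies at -1.77 for mitosis and kinetochore.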

To further evaluate the proliferative conditions of cell types present in enterospheres, we focused on different cell specific markers of neural progenitors as well as neurons, glial, or smooth muscle cells. We consider this complex cellular composition of the enterospheres an advantage compared to more purified neural crest derived neurospheres as we are able to capture complex interactions and secretion mechanisms between cell types that might also play an important role* in vivo*. Interestingly, we found 8 genes involved in adult central or embryonic neural stem cells homeostasis (Table 2). The majority of genes like EPHA2 [24] are regulated in a way that suggests that neural stem cells exit the proliferative cell cycle to enter differentiation programs. This idea was supported by the upregulation of numerous genes that drive neuronal and glial differentiation like NEUROD4 [25] or OLIG1 [26]. In this context, we identified several upregulated genes involved in proper myelination. 

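Of the 8 genes that Table 2 groups under neural stem cells, 7 fell and 1 rose, and as the study chose them on these samples the direction is not independent evidence. Aspm, a spindle protein of dividing neural progenitors, fell most, with a log2 fold change of -2.30 (standard error 0.19, adjusted p = 0.00318) from limma. Fabp7, a lipid-binding protein of radial glia, Cdt1, which licenses replication origins, and Epha2, an ephrin receptor, fell with log2 fold changes of -1.07, -0.61 and -0.61, while Egfl7, a secreted protein first known from blood vessels, rose by 1.65. Markers of enteric neural crest progenitors were fixed as a separate list. Of 15 measured, 2 rose and 13 did not pass (9 rose and 2 fell when adjusted over the list alone). Nes, the intermediate filament of neural progenitors, rose by 1.27 (adjusted p = 0.00206) and Ngfr, the low-affinity neurotrophin receptor, by 0.79 (adjusted p = 0.00764). This list had a median of 0.28 (camera adjusted p = 0.0112, and adjusted p = 0.245 with an estimated correlation), and without proliferation replicate 1 its camera adjusted p was 0.0593. The call was lost without the array in brackets for Fabp7 (proliferation replicate 3 or differentiation replicate 1 or 3, adjusted p from 0.0675 to 0.106), Cdt1 (proliferation replicate 3 or differentiation replicate 1 or 2, adjusted p from 0.0504 to 0.0816), Epha2 (proliferation replicate 1 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0716 to 0.193) and Ngfr (differentiation replicate 1, adjusted p = 0.0561). Among the stem cell genes of Table 2, the changes numbered 4 without proliferation replicate 3 or differentiation replicate 1 and 5 without differentiation replicate 3.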

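Table 2 groups 20 measured genes under neural differentiation, chosen on these samples, of which 16 rose, 3 fell and 1 did not pass the test. Olig1, a transcription factor of the oligodendrocyte lineage, rose with a log2 fold change of 1.41 (standard error 0.09, adjusted p = 0.00192) from limma, and passed with each array left out. Neurod4, a proneural transcription factor, rose with a log2 fold change of 1.03 (standard error 0.18, adjusted p = 0.0276). S1pr1, a receptor for sphingosine-1-phosphate, rose by 2.34, Axl, a receptor tyrosine kinase, by 1.01 and Map6, which stabilises microtubules, by 0.91 on the log2 scale. The decreases were those of Esco2, which acts in sister chromatid cohesion, Dab1, the adaptor of reelin signalling, and Elk3, an ETS factor, with log2 fold changes of -2.25, -1.20 and -0.69. Leaving out the array in brackets ended the call of Neurod4 (proliferation replicate 1, 2 or 3 or differentiation replicate 1 or 3, adjusted p from 0.051 to 0.112), Axl (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.101 to 0.171), Map6 (proliferation replicate 1 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.052 to 0.122) and Esco2 and Elk3 (proliferation replicate 3 or differentiation replicate 1, adjusted p from 0.0514 to 0.0893). Axl did not pass after cyclic loess (adjusted p = 0.0518). The changes of this group numbered 6 without proliferation replicate 3 or differentiation replicate 1, 12 without differentiation replicate 2 and 11 without differentiation replicate 3.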

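Of 19 myelin genes measured, 7 rose, 1 fell and 11 did not pass the test (8 rose and 3 fell when adjusted over the list alone). Opalin (transcript cluster 10467529), a transmembrane protein of central myelin, rose most. Its log2 value went from 4.72 ± 0.16 to 10.02 ± 0.24 (SD, n = 3), with a standard error of 0.15 on the change of 5.29. Gldn, which gathers sodium channels at nodes of Ranvier, rose by 2.54, Cldn11, which forms tight junctions between myelin layers, by 1.91, and Mal, a myelin proteolipid, by 1.88 on the log2 scale (adjusted p = 0.0249, 0.0132 and 0.0139 from limma). Myelin basic protein (Mbp) rose by 0.82 and Cnp, an enzyme of myelinating cells, by 0.79. Pmp22, a protein of peripheral myelin, fell by 0.52. Myrf, a transcription factor that drives myelin genes, had a log2 fold change of 1.34 and did not pass (adjusted p = 0.0809). Of the 13 members that the paper does not name, Cldn11, Mal and Fa2h rose, Pmp22 fell and 9 did not pass, with 0.63 for Fa2h, a hydroxylase of myelin lipids named after its value had been seen. The myelin list had a median of 0.21 (camera adjusted p = 9.81e-04, and adjusted p = 0.245 with an estimated correlation), and one of 0.71 with the dim clusters left out. Not past the test without the array in brackets were Gldn (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0647 to 0.117), Cldn11 (differentiation replicate 1 or 2, adjusted p from 0.0514 to 0.0727), Mal and Cnp (differentiation replicate 1, adjusted p from 0.0579 to 0.0766), Pmp22 (proliferation replicate 2 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.062 to 0.152) and Fa2h (proliferation replicate 3 or differentiation replicate 1, adjusted p from 0.0634 to 0.0679). The number of myelin genes that rose was 2 without differentiation replicate 1.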

As enteric and central glia cells are known to temporally express myelin-related proteins during development, it is conceivable that this regulation is part of the early glial differentiation program [27]. Moreover, also typical markers of differentiated neurons (class III beta-tubulin, CALB2 [28]) and enteric glia (GFAP [29]) were found to be upregulated. 

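Tubb3, the class III beta-tubulin of neurons, rose with a log2 fold change of 0.98 (standard error 0.16, adjusted p = 0.0207) from limma, and Calb2, the calcium-binding calretinin, with a log2 fold change of 0.69 (standard error 0.12, adjusted p = 0.0283). Gfap, the intermediate filament of glia, rose with a log2 fold change of 1.16 (standard error 0.19, adjusted p = 0.0218). In the list of neuronal markers, 4 of 31 rose and 27 did not pass the test (6 rose and 1 fell when adjusted over the list alone). The others that rose were Ddc, an enzyme of serotonin and dopamine synthesis, by 0.78 and Gap43, a growth cone protein, by 0.69 on the log2 scale. The 26 members that the paper does not name did not pass limma's test, with 2 higher and 2 lower at an unadjusted p under 0.05. Camera gave the neuronal list an adjusted p of 0.213, and of 0.00547 without proliferation replicate 3. In the list of enteric glia, 4 of 11 rose, 2 fell and 5 did not pass (6 rose and 2 fell when adjusted over the list alone). Scn7a, a sodium channel of glia, rose by 2.41 and Entpd2, an ecto-nucleotidase of enteric glia, by 1.32. The glial list had a median of 0.28 (camera adjusted p = 0.0123, and adjusted p = 0.245 with an estimated correlation), and its camera adjusted p was 0.0578 without proliferation replicate 1 and 0.0511 with array weights. Without the array in brackets, the test was not passed by Tubb3 (proliferation replicate 1 or differentiation replicate 1, 2 or 3, adjusted p from 0.0601 to 0.0994), Calb2 (proliferation replicate 1 or 3 or differentiation replicate 1 or 2, adjusted p from 0.0559 to 0.138), Gfap (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0608 to 0.0829), Ddc (proliferation replicate 3 or differentiation replicate 1, adjusted p from 0.0505 to 0.0672) and Entpd2 (differentiation replicate 1, adjusted p = 0.0522). Calb2 did not pass after cyclic loess (adjusted p = 0.0773). Glial increases numbered 1 without differentiation replicate 1, glial decreases 1 without proliferation replicate 2 and 0 without proliferation replicate 3 or differentiation replicate 1 or 3, and neuronal ones 2 without proliferation replicate 1 or 3 or differentiation replicate 2 and 1 without differentiation replicate 1.

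**Figure D2:**
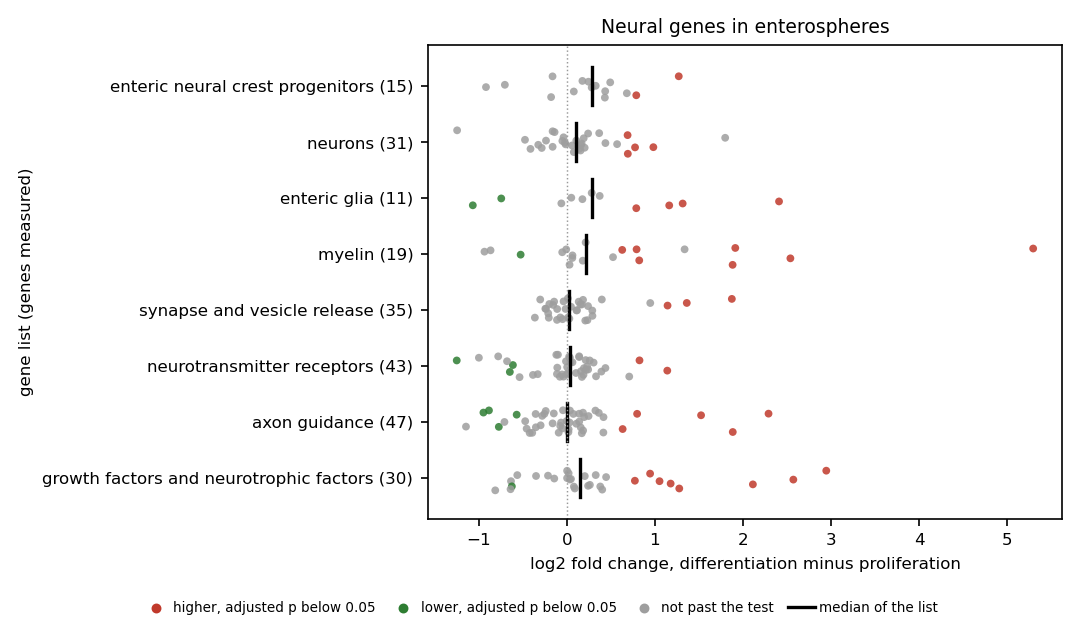
Each point is 1 gene, placed by its log2 fold change, differentiation minus proliferation, on the horizontal axis and by its gene list on the vertical axis, with the number of genes measured in brackets and 3 arrays per group. Red points rose and green points fell at an adjusted p under 0.05 from limma, grey points did not pass, black bars are the medians of the lists and the vertical scatter within a list carries no value. The point far to the right in the myelin list is Opalin.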

Intriguingly, S100B, a common glia cell marker, was downregulated contrasting the rest of our data. 

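S100b (transcript cluster 10364149), which encodes a calcium-binding protein of glia, went from 9.16 ± 0.19 to 8.42 ± 0.14 (SD, n = 3) on the log2 scale. It fell with a log2 fold change of -0.74 (standard error 0.13, adjusted p = 0.026) from limma, and the other marker of enteric glia that fell was Fabp7. With the array in brackets left out, the call ended for S100b (proliferation replicate 2 or 3 or differentiation replicate 1 or 3, adjusted p from 0.0547 to 0.128).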

Again, this might be due to the complex differentiation program of enteric glia, in which S100B plays a role at later stages.

Furthermore, the establishment of neuronal cell communication was strongly regulated. 

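Genes of synapse formation that rose in differentiating enterospheres included Lrrtm2 and Lrrtm3, adhesion proteins of the postsynaptic side that bind neurexins. Lrrtm2 had a log2 fold change of 1.87 (standard error 0.30, adjusted p = 0.0215) from limma and Lrrtm3 a log2 fold change of 1.14 (standard error 0.22, adjusted p = 0.0385). Ntm, which encodes the adhesion protein neurotrimin, rose by 0.86 on the log2 scale. Of the genes of vesicle release, Syt6, a synaptotagmin, rose by 1.36 (adjusted p = 0.00578) and Stxbp3, which binds syntaxins, by 0.79 (adjusted p = 0.0121). Sv2c, a glycoprotein of synaptic vesicles, did not pass, with a log2 fold change of 0.95 (adjusted p = 0.0524). In the list of synapse and vesicle genes, 3 of 35 rose and 32 did not pass (4 rose when adjusted over the list alone), and camera gave an adjusted p of 0.55. The 31 members that the paper does not name did not pass limma's test, and 1 of them was higher and 2 were lower at an unadjusted p under 0.05. Of the 25 measured genes that Table 2 groups under synapse and neurotransmitters, chosen on these samples, 13 rose, 4 fell and 8 did not pass. The call was lost without the array in brackets for Lrrtm2 (differentiation replicate 1, 2 or 3, adjusted p from 0.0622 to 0.105), Lrrtm3 (proliferation replicate 1 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.056 to 0.158), Ntm (differentiation replicate 1, adjusted p = 0.0713) and Stxbp3 (proliferation replicate 3 or differentiation replicate 1, adjusted p from 0.0675 to 0.0716). The increases in the list numbered 1 without differentiation replicate 1, 2 or 3. In that group of Table 2 the changes numbered 7 without proliferation replicate 3, 2 without differentiation replicate 1 and 9 without differentiation replicate 2 or 3.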

Here, we found an increased expression of genes related to synaptogenesis (LRRTM2 and 3 [30], neurotrimin [31]) and to SNARE or vesicle protein function (STXBP3, SV2C [32], and SYT6 [33]). We also identified a number of genes involved in transmitter metabolism (COMT, DDC) as well as neurotransmitter receptor like 5-HT, glutamate, and adrenergic receptors. However, the regulation of those genes was highly variable shedding light on the intricacy of synapse formation in the developing enteric nervous system. This complexity is carried on by genes related to axon sprouting and guidance like semaphorins [34] or RGMa [35].

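Receptors for neurotransmitters went both ways. Of 43 measured, 2 rose, 3 fell and 38 did not pass the test (4 rose and 8 fell when adjusted over the list alone), with a camera adjusted p of 0.835. Of 7 serotonin receptors in the list, 1 rose, 1 fell and 5 did not pass. Htr1b, which inhibits adenylyl cyclase, had a log2 fold change of -1.25 (standard error 0.20, adjusted p = 0.0214) from limma, and Htr2b, which acts through phospholipase C, had a log2 fold change of 1.14 (standard error 0.22, adjusted p = 0.037). Chrna7, a nicotinic acetylcholine receptor subunit, rose by 0.83, and the glutamate receptor subunits Gria3 and Grik2 fell with log2 fold changes of -0.61 and -0.65. The muscarinic receptors Chrm2 and Chrm3 had log2 fold changes of 0.71 (adjusted p = 0.0608) and -0.78 (adjusted p = 0.0807) and did not pass. The 34 members that the paper does not name did not pass limma's test, and 6 of them were higher and 3 lower at an unadjusted p under 0.05. Adra1d, Adra2a and Adra2b were not analysed here. Leaving out the array in brackets ended the call of Htr1b (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0563 to 0.107), Htr2b (proliferation replicate 2 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0504 to 0.124), Chrna7 (proliferation replicate 3 or differentiation replicate 1, adjusted p from 0.06 to 0.0695), Gria3 (proliferation replicate 3 or differentiation replicate 1 or 3, adjusted p from 0.0525 to 0.1) and Grik2 (proliferation replicate 1, 2 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0512 to 0.187). In the list the increases numbered 1 without proliferation replicate 2 or differentiation replicate 2 or 3 and 0 without proliferation replicate 3 or differentiation replicate 1, and the decreases 0 without proliferation replicate 3 or differentiation replicate 1 or 3 and 1 without differentiation replicate 2.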

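Of 20 measured semaphorins, secreted or membrane-bound guidance proteins, 3 rose, 1 fell and 16 did not pass the test. Sema4f had a log2 fold change of 2.29 (standard error 0.14, adjusted p = 0.00157) from limma and Sema3b a log2 fold change of 1.88 (standard error 0.18, adjusted p = 0.00466), Sema3e rose by 1.52, and Sema6a fell by 0.77 on the log2 scale. Rgma, a repulsive guidance molecule that binds neogenin, rose by 0.63 and the plexin Plxnb3 by 0.80, while Unc5b, a receptor for netrins, fell by 0.95. The semaphorin coreceptors Nrp2 and Nrp1, named after their values had been seen, fell with log2 fold changes of -0.88 and -0.57. Of 47 genes of axon guidance measured, 5 rose, 4 fell and 38 did not pass the test (6 rose and 11 fell when adjusted over the list alone), and camera gave an adjusted p of 0.556. Among the 39 that the paper does not name, 2 fell and 37 did not pass. Of the 14 genes that Table 2 groups under neurite outgrowth, chosen on these samples, 11 rose, 2 fell and 1 did not pass. Not past the test without the array in brackets were Sema3e and Sema6a (differentiation replicate 1, adjusted p from 0.053 to 0.0658), Rgma (proliferation replicate 2 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.107 to 0.161), Unc5b (proliferation replicate 2 or differentiation replicate 1, 2 or 3, adjusted p from 0.0534 to 0.113) and Nrp1 (proliferation replicate 3 or differentiation replicate 1, adjusted p from 0.0833 to 0.0959). The changes in neurite outgrowth numbered 8 without proliferation replicate 3 or differentiation replicate 2 and 5 without differentiation replicate 1, and without differentiation replicate 1 there were 3 increases and 1 decrease among guidance genes.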

Additionally, we found that regulated genes directly involved in the differentiation of muscle cells and/or enteric pacemaker cells called interstitial cells of Cajal (Table 3). Particularly interesting is the upregulation of a number of genes known to drive smooth muscle differentiation like ARID5B [36], FOSL2 [36] and genes that are expressed in differentiated smooth muscle cells in the intestine like AFAP1 [37], ENPP2 [38], and CNN1 [39] as well as various myosin and actin isoforms. These data confirm the fact that cultured spheroids are composed of different cell types present in the intestinal tunica muscularis and further indicate that deprivation of growth factors induces differentiation of smooth muscle cells resembling molecular processes in the developing gut. 

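Genes of smooth muscle changed in both directions, and Smtn, Actn1 and Cald1 fell with log2 fold changes of -0.83, -0.79 and -0.62. Tagln, which encodes the actin-binding transgelin, had a log2 fold change of 1.44 (standard error 0.15, adjusted p = 0.00586) from limma and Actg2, the gamma actin of enteric smooth muscle, a log2 fold change of 1.22 (standard error 0.11, adjusted p = 0.00406). Acta2, smooth muscle alpha actin, rose by 0.76 and Cnn1, calponin 1, by 0.72 on the log2 scale. Fosl2, an AP-1 transcription factor, rose by 1.36, Arid5b, a chromatin regulator, by 0.60 and Afap1, which binds actin filaments, by 0.71. Among the myosins, Myo18a rose by 1.99-fold, Myo7b by 1.71-fold, Myo5a by 1.68-fold and Myo1e by 1.57-fold. Enpp2 was not analysed here. Of the 24 measured genes that Table 3 groups under smooth muscle, chosen on these samples, 18 rose, 5 fell and 1 did not pass the test. In the list of smooth muscle markers fixed beforehand, 5 of 22 rose, 5 fell and 12 did not pass (8 rose and 5 fell when adjusted over the list alone), and camera gave an adjusted p of 0.321. Among the 13 members that the paper does not name, 1 fell and 12 did not pass. Without the array in brackets, the test was not passed by Acta2, Afap1 and Myo7b (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0521 to 0.102), Cnn1 (proliferation replicate 3 or differentiation replicate 1, adjusted p from 0.0522 to 0.0636), Fosl2 (differentiation replicate 1, adjusted p = 0.0609), Arid5b and Myo5a (proliferation replicate 3 or differentiation replicate 1 or 2, adjusted p from 0.0643 to 0.109) and Myo1e (proliferation replicate 2 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0513 to 0.168). Among the smooth muscle genes of Table 3 the changes numbered 10 without proliferation replicate 3, 5 without differentiation replicate 1 and 12 without differentiation replicate 2 or 3, and in the list the increases numbered 3 without proliferation replicate 3 or differentiation replicate 1 and the decreases 3 without proliferation replicate 1 or differentiation replicate 2, 1 without proliferation replicate 3 or differentiation replicate 3 and 0 without differentiation replicate 1.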

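Markers of other cell types of the gut wall were measured beside those of muscle. Of 15 fibroblast markers, Dpt, a matrix protein, rose by 1.20 (adjusted p = 0.00488 from limma) and 14 did not pass the test. Of 12 endothelial markers, 1 rose, 1 fell and 10 did not pass, the increase being that of Egfl7 and the decrease that of Eng. The 15 macrophage, 9 epithelial and 5 mesothelial markers did not pass limma's test, and among them 1 macrophage marker was lower at an unadjusted p under 0.05. The counts adjusted over the list alone were 1 higher and 1 lower for fibroblasts and for endothelial cells. Camera gave adjusted p values of 0.492 for fibroblasts, 0.78 for endothelial cells, 0.78 for macrophages, 0.773 for epithelial and 0.43 for mesothelial cells. Without proliferation replicate 1 the fibroblast list had a median of 0.17 and a camera adjusted p of 0.0346.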

In fact, we among others were previously able to confirm the presence of smooth muscle cells derived from enterosphere culture by BrdU-immunolabeling costudies [4]. However, it is noteworthy that a few genes related to muscular differentiation (endoglin [40], smoothelin [41], NUP210 [42], caldesmon 1 [43], and ACTN1 [44]) were downregulated contrasting the expression pattern observed in the majority of regulated genes. This hints to complex regulatory mechanisms controlling the myogenic differentiation program in which these genes are not required at all or in a different temporal sequence not mapped by our experimental design. It is further remarkable that five markers expressed in interstitial cells of Cajal (ICC) including KIT [45] were downregulated.

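Among the muscle genes that fell, Nup210 encodes a nuclear pore protein, Smtn smoothelin, Actn1 an actin crosslinker, Eng a coreceptor for TGF-beta and Cald1 caldesmon 1. Their log2 fold changes were -0.88, -0.83, -0.79, -0.63 and -0.62 (adjusted p = 0.00884, 0.0142, 0.0167, 0.0413 and 0.0224 from limma). Itga8, an integrin subunit of smooth muscle, and Kcnmb1, a potassium channel subunit of smooth muscle named after its value had been seen, fell with log2 fold changes of -1.18 and -0.55. With the array in brackets left out, the call ended for Nup210 and Smtn (differentiation replicate 1, adjusted p from 0.0612 to 0.0819), Actn1 and Itga8 (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0541 to 0.143), Eng (proliferation replicate 1 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0655 to 0.169), Cald1 (proliferation replicate 1 or 3 or differentiation replicate 1 or 3, adjusted p from 0.0583 to 0.121) and Kcnmb1 (proliferation replicate 1, 2 or 3 or differentiation replicate 1 or 3, adjusted p from 0.0693 to 0.138).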

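Markers of interstitial cells of Cajal, the pacemaker cells of the gut, were lower in differentiating enterospheres: of 8 measured, 5 fell and 3 did not pass the test (8 fell when adjusted over the list alone). Ano1, the calcium-activated chloride channel of these cells, had a log2 fold change of -1.43 (standard error 0.16, adjusted p = 0.00696) from limma, and Prkcq, protein kinase C theta, a log2 fold change of -1.15 (standard error 0.14, adjusted p = 0.00884). The subunits of soluble guanylyl cyclase, Gucy1b1 and Gucy1a1, and Kitl, the ligand of the receptor Kit, fell with log2 fold changes of -1.01, -0.91 and -0.62. Kit itself (transcript cluster 10522530) went from 10.79 ± 0.32 to 9.94 ± 0.17 (SD, n = 3). Its log2 fold change of -0.85 (standard error 0.18, adjusted p = 0.0501) did not pass, and without proliferation replicate 2 the adjusted p was 0.0156. The paper names 4 of the 8, chosen on these samples. Of the 4 others, 2 fell and 2 did not pass. Camera set the list, with a median of -0.88, below the other genes (adjusted p = 1.15e-08, and adjusted p = 0.245 with an estimated correlation). The call was lost without the array in brackets for Ano1 and Prkcq (differentiation replicate 1, adjusted p from 0.0502 to 0.06), Gucy1b1 (proliferation replicate 3 or differentiation replicate 1 or 3, adjusted p from 0.0513 to 0.0772), Gucy1a1 (proliferation replicate 3 or differentiation replicate 1, adjusted p from 0.0591 to 0.0643) and Kitl (proliferation replicate 1 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0787 to 0.171). The number that fell was 2 without proliferation replicate 3, 0 without differentiation replicate 1 and 3 without differentiation replicate 3.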

Moreover, the regulation of 43 extracellular matrix proteins like collagens, integrins, proteoglycans, and matrix metallopeptidases points to a reconstruction of extracellular environment that has been discussed to influence neural stem cell behaviour [46] (Table 4). 

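Genes of the extracellular matrix changed in both directions. Among 36 measured genes of Table 4, chosen on these samples, 19 rose, 12 fell and 5 did not pass the test. Col14a1, a fibril-associated collagen, had a log2 fold change of 2.62 (standard error 0.15, adjusted p = 0.0014) from limma, and Lama5, a laminin chain of basement membranes, rose by 0.75 on the log2 scale, while Col12a1 and Lama4 fell with log2 fold changes of -0.98 and -0.62. Itga7, a laminin receptor of muscle, rose by 2.07 and Itgb3, an integrin subunit that binds vitronectin, had a log2 fold change of -2.42 (standard error 0.25, adjusted p = 0.00565). Mmp9, a gelatinase, had a log2 fold change of -2.47 (standard error 0.19, adjusted p = 0.00292), and Mmp19 rose by 1.69. Lox, which crosslinks collagen, rose by 1.70, and Cspg4, a proteoglycan, fell by 1.56. In the lists fixed beforehand, 6 of 31 collagens and laminins rose and 2 fell (8 and 5 when adjusted over the list alone), 2 of 18 integrins rose and 4 fell (3 and 6), and 4 of 25 matrix proteases and inhibitors rose and 5 fell (5 and 6). Camera gave adjusted p values of 0.349, 0.3 and 0.934. Among members that the paper does not name, Col8a1 rose by 0.48 out of 24 collagens and laminins, and Adamts9, Adam12 and Timp3 fell out of 19 proteases and inhibitors, with log2 fold changes of -1.27, -1.22 and -0.43. Col8a1 and Timp3 were named after their values had been seen, and another cluster of Adamts9 had a different call. The 11 such integrins did not pass limma's test, and 2 of them were lower at an unadjusted p under 0.05. Leaving out the array in brackets ended the call of Lama5 (differentiation replicate 1, adjusted p = 0.0508), Col12a1, Mmp19, Adamts9 and Adam12 (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0628 to 0.155), Lama4 (proliferation replicate 2 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0786 to 0.14) and Col8a1 and Timp3 (proliferation replicate 1, 2 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0712 to 0.197). Col8a1 did not pass with limma-trend (adjusted p = 0.0618), after cyclic loess (adjusted p = 0.0675) or after centring of the arrays on their medians (adjusted p = 0.0613). In Table 4 the changes numbered 16 without proliferation replicate 3 and 12 without differentiation replicate 1, while the increases of collagens and laminins numbered 2 without proliferation replicate 3 and 1 without differentiation replicate 1, and the decreases 1 without proliferation replicate 2 and 0 without proliferation replicate 3 or differentiation replicate 1, 2 or 3. Increases of integrins numbered 1 without proliferation replicate 3 or differentiation replicate 1, and decreases 2 without differentiation replicate 1 or 2. For proteases and inhibitors the increases numbered 0 without proliferation replicate 3 or differentiation replicate 1 and 1 without differentiation replicate 2 or 3, and the decreases 2 without proliferation replicate 3 or differentiation replicate 2 or 3 and 1 without differentiation replicate 1.

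**Figure D3:**
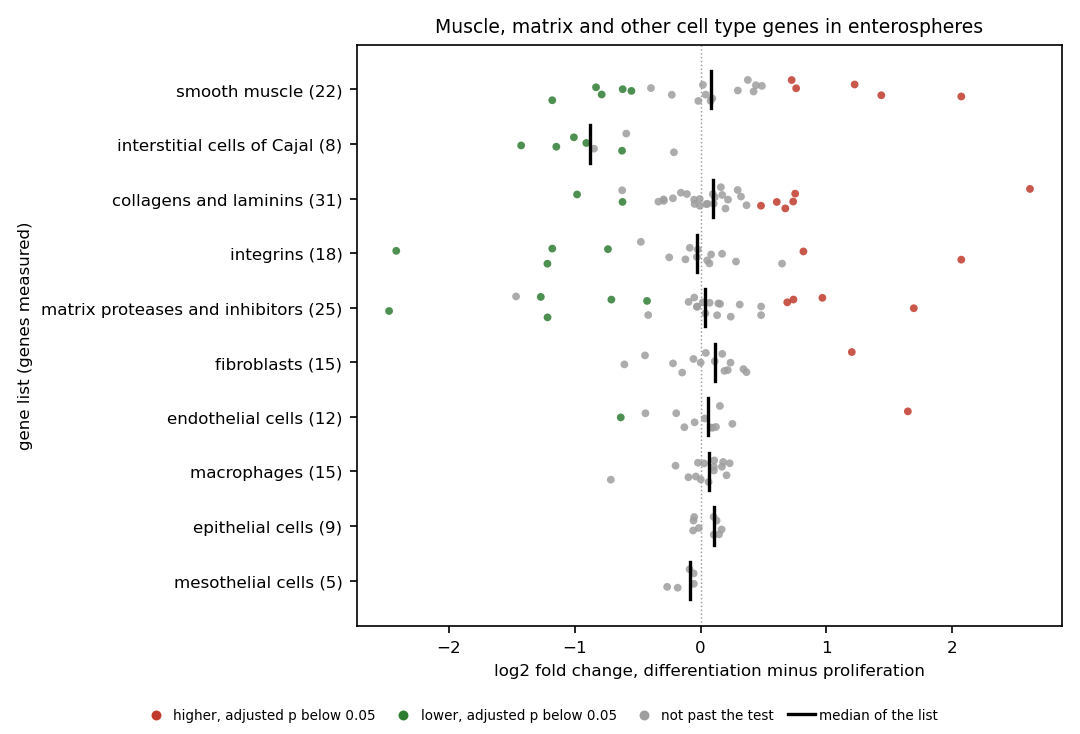
Each point is 1 gene, placed by its log2 fold change, differentiation minus proliferation, on the horizontal axis and by its gene list on the vertical axis, with the number of genes measured in brackets and 3 arrays per group. Red points rose and green points fell at an adjusted p under 0.05 from limma, grey points did not pass, black bars are the medians of the lists and the vertical scatter within a list carries no value. The median lies at -0.88 for interstitial cells of Cajal, and the lists of matrix genes spread to both sides of 0.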

Taken together, these results illustrate the ongoing genetic programs during early differentiation of enterospheres.

Within the dataset, it was of special interest to find particularly many regulated genes related to the canonical Wnt pathway (Table 5). The involvement of canonical Wnt signalling has frequently been shown in the regulation of various stem cell niches, like intestinal epithelium or CNS derived neural stem cells. However, these studies exhibited different and partly contradicting outcomes, which strongly hint to the variable functions of canonical Wnt signals in different tissues during embryonic and postnatal development. In previous work, we found regulation of several Wnt-related genes in the context of thyroid hormone dependent differentiation of enteric neural progenitor cells indicating a potential role of the canonical Wnt pathway activation during the proliferation of this progenitor cell pool [15]. Canonical Wnt signalling has frequently been reviewed in the literature—just recently by Ring et al. [47]. In brief, secreted Wnt proteins bind to frizzled receptors (FZD) complexed with low density lipoprotein receptor-related protein 5/6 (LRP5/6) coreceptors. Thereafter, the scaffolding protein disheveled (DVL) is recruited to FZD and inhibits the *β*-catenin destruction complex (AXIN2, APC, and GSK-3*β*). Therefore, *β*-catenin accumulates in the cytoplasm and translocates to the nucleus where it binds to TCF/LEF transcription factors to initiate Wnt target gene expression. Interestingly, our current data strongly indicate that the canonical Wnt pathway is switched off during the first two days of enteric progenitor differentiation on several levels of the signalling cascade (Figure 2). 

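Of 25 measured receptors and effectors of the canonical Wnt pathway, 4 fell, 1 rose and 20 did not pass the test (5 fell and 1 rose when adjusted over the list alone), and of 28 Wnt inhibitors 5 rose and 23 did not pass (9 rose and 2 fell). The receptors and effectors had a median of -0.12 (camera adjusted p = 0.0103, and adjusted p = 0.313 with an estimated correlation) and the inhibitors one of 0.09 (camera adjusted p = 0.0268, and adjusted p = 0.349 with an estimated correlation). Of 19 Wnt ligands, Wnt7b rose by 1.56 on the log2 scale, Wnt5a, a ligand of noncanonical signalling in many cells, fell by 1.22 and 17 did not pass, with the same counts when adjusted over the list alone and a camera adjusted p of 0.569. Among the members that the paper does not name, the receptor Fzd8 rose by 0.54 and the other 18 receptors and effectors did not pass. The 20 such inhibitors did not pass limma's test, and 2 of them were higher and 3 lower at an unadjusted p under 0.05. Axin2, Nkd1 and Notum, which rose among the inhibitors, also belong to the list of direct canonical Wnt targets. Apcdd1, Dkk1, Rnf43, Wif1 and Znrf3, which did not pass, belong to both lists too. The shift of the inhibitors is therefore not independent of the direct targets and does not by itself show lower signalling. Not past the test without the array in brackets were Wnt5a (differentiation replicate 1, adjusted p = 0.0502) and Fzd8 (proliferation replicate 1, 2 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.085 to 0.152). Fzd8 did not pass after cyclic loess (adjusted p = 0.0521) or after centring of the arrays on their medians (adjusted p = 0.0593). Inhibitors that rose numbered 3 without proliferation replicate 3 or differentiation replicate 1 or 2, and receptors and effectors that fell 2 without proliferation replicate 3 or differentiation replicate 2 or 3 and 1 without differentiation replicate 1. Camera's adjusted p was 0.0537 without proliferation replicate 3 and 0.0571 without differentiation replicate 3 for the inhibitors, with medians from 0.061 to 0.17 without 1 array, and 0.0668 with the dim clusters left out for the receptors and effectors, whose median was -0.067 with array weights. From the lower receptors and transcription factors, the higher inhibitory components and the changes in target genes, the paper proposes that canonical Wnt signalling is turned off at several levels of the cascade when enteric progenitors begin to differentiate.

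**Figure D4:**
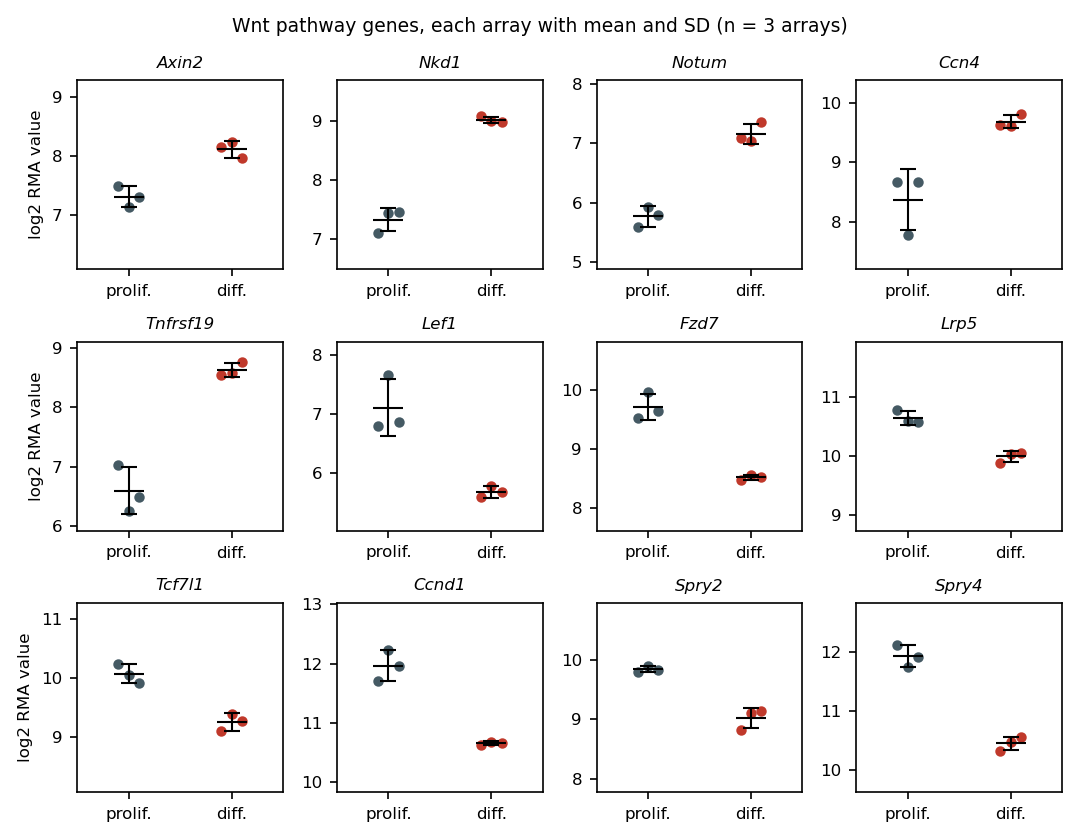
Each panel shows 1 gene, with the log2 RMA value on the vertical axis and the proliferation and differentiation groups on the horizontal axis, and all panels span the same range of log2 units. Dots are the 3 arrays of a group, horizontal marks their mean and error bars the SD. Axin2, Nkd1, Notum, Ccn4 and Tnfrsf19 lie higher in differentiation, and Lef1, Fzd7, Lrp5, Tcf7l1, Ccnd1, Spry2 and Spry4 lie lower.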

On the one hand we identified a downregulation of activating parts of the signalling cascade itself like the receptor proteins FZD7 and LRP5 or the transcription factors TCF19, TCF7L1, and LEF1. On the other hand, inactivating elements of the pathway like parts of the *β*-catenin destruction complex AXIN2 and LRRK2 [48] were upregulated. 

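Fzd7 encodes a frizzled receptor and fell with a log2 fold change of -1.18 (standard error 0.12, adjusted p = 0.00571) from limma, passing with each array left out. Lrp5, a coreceptor of Wnt ligands, had a log2 fold change of -0.65 (standard error 0.10, adjusted p = 0.0161). Of the DNA-binding partners of beta-catenin, Lef1 had a log2 fold change of -1.42 (standard error 0.23, adjusted p = 0.0203) and Tcf7l1, which often acts as a repressor, a log2 fold change of -0.82 (standard error 0.12, adjusted p = 0.0155). Tcf19, a transcription factor outside the TCF/LEF family, fell by 1.15 on the log2 scale (adjusted p = 0.00916). Without the array in brackets, the test was not passed by Lrp5 (proliferation replicate 3 or differentiation replicate 1 or 2, adjusted p from 0.0536 to 0.0916), Lef1 (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.06 to 0.104), Tcf7l1 (differentiation replicate 1 or 3, adjusted p from 0.05 to 0.0788) and Tcf19 (differentiation replicate 1, adjusted p = 0.0554).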

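Axin2 (transcript cluster 10382228), a scaffold of the beta-catenin destruction complex, went from 7.31 ± 0.18 to 8.11 ± 0.14 (SD, n = 3) on the log2 scale and rose with a log2 fold change of 0.80 (standard error 0.12, adjusted p = 0.0177) from limma. Lrrk2, a kinase reported to bind Wnt pathway proteins, rose with a log2 fold change of 0.75 (standard error 0.14, adjusted p = 0.038), while the dimmer of its transcript clusters did not pass (adjusted p = 0.998). Apc, another part of the destruction complex, rose with a log2 fold change of 0.39 (standard error 0.08, adjusted p = 0.0485). With the array in brackets left out, the call ended for Axin2 (proliferation replicate 3 or differentiation replicate 1 or 2, adjusted p from 0.0669 to 0.0976), Lrrk2 (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.1 to 0.143) and Apc (proliferation replicate 1, 2 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0551 to 0.219). Lrrk2 did not pass as the mean of its clusters (adjusted p = 0.0732). Apc did not pass after cyclic loess (adjusted p = 0.051) or after centring of the arrays on their medians (adjusted p = 0.0587).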

We also found numerous modulators of the signalling cascade. It is of interest that the majority of those genes are reported to inhibit the signalling process extracellularly or on receptor level (Notum [49], FRZB [50], DKK2 [51], and LRP4 [52]), in the cytoplasm (NEDD4L [53], NKD1 [54], PRICKLE1 [55], NOV [56], and APOE [57]), or in the nucleus (TLE3 [58], EDIL3 [59]). Furthermore, we identified target genes of the canonical Wnt pathway that were either upregulated (e.g., AXIN2 that exerts a negative feedback on the pathway) or downregulated like the cell cycle progression genes CCND1 and SPRY4 [60]. 

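Of the 15 measured genes that Table 5 groups as antagonists or inhibitors of Wnt signalling, chosen on these samples, 9 rose, 3 fell and 3 did not pass the test. Outside the cell and at the receptor, Notum, an enzyme that removes the lipid of Wnt ligands, rose with a log2 fold change of 1.40 (standard error 0.13, adjusted p = 0.00425) from limma and Lrp4, which binds the Wnt antagonist sclerostin, with a log2 fold change of 0.98 (standard error 0.09, adjusted p = 0.00363). Frzb, a secreted frizzled-related protein, and Dkk2, of the Dickkopf family, did not pass, with log2 fold changes of 0.95 (adjusted p = 0.0806) and 0.79 (adjusted p = 0.0518). In the cytoplasm, Nkd1, which binds disheveled, rose with a log2 fold change of 1.69 (standard error 0.12, adjusted p = 0.00244), Nedd4l, a ubiquitin ligase, by 0.67, Prickle1, of the planar polarity pathway, by 0.62 and Apoe by 0.77 on the log2 scale. Ccn3, the gene of NOV, rose by 1.04. The corepressor Tle3 rose by 0.78 and Edil3, an integrin-binding matrix protein, by 1.17. The decreases were those of Narf, Jade1 and Trib2, a pseudokinase, with log2 fold changes of -0.76, -0.73 and -0.71. The call was lost without the array in brackets for Nedd4l and Prickle1 (proliferation replicate 3 or differentiation replicate 1 or 2, adjusted p from 0.0578 to 0.0884), Apoe (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0521 to 0.0776), Edil3 and Jade1 (differentiation replicate 1 or 2, adjusted p from 0.0515 to 0.0776) and Trib2 (proliferation replicate 3 or differentiation replicate 1, adjusted p from 0.0532 to 0.0574). In this group of Table 5 the changes numbered 6 without differentiation replicate 1 and 7 without differentiation replicate 2, and without proliferation replicate 2 Frzb and Dkk2 passed, with adjusted p of 0.00909 and 0.0246.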

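Direct targets of canonical Wnt signalling went both ways. Of 18 measured, 5 rose, 2 fell and 11 did not pass the test (6 rose and 2 fell when adjusted over the list alone). Besides Axin2, Nkd1 and Notum, the increases were those of Tnfrsf19, a receptor of the TNF family, with a log2 fold change of 2.04 (standard error 0.20, adjusted p = 0.00486) from limma, and Ccn4, the secreted protein WISP1, by 1.32 on the log2 scale. The decreases were those of Lef1 and Ccnd1. Camera gave the list an adjusted p of 0.213, and of 0.0315 with the dim clusters left out. Among the 12 members that the paper does not name, 1 rose and 11 did not pass. Spry4, an inhibitor of receptor tyrosine kinase signalling through ERK, fell with a log2 fold change of -1.47 (standard error 0.12, adjusted p = 0.00316) and passed with each array left out. Of the 7 measured target genes in Table 5, chosen on these samples, 3 rose and 4 fell. Leaving out the array in brackets ended the call of Ccn4 (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0736 to 0.132). Changes among the target genes of Table 5 numbered 2 without proliferation replicate 3 and 3 without differentiation replicate 1, and among direct targets the increases numbered 3 without proliferation replicate 3 or differentiation replicate 1 or 2 and the decreases 1 without proliferation replicate 3 or differentiation replicate 1, 2 or 3.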

We also found a lower expression of SPRY2 [61], a Wnt target gene and known inhibitor of GDNF signalling [62], in the differentiation group. Together with a strong upregulation of GDNF itself by 4.325-fold, this might drive enteric progenitor cells into neural differentiation [12].

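Spry2 encodes a further Sprouty protein, which damps signalling of receptor tyrosine kinases. Its log2 value went from 9.85 ± 0.05 to 9.02 ± 0.17 (SD, n = 3), a log2 fold change of -0.82 (standard error 0.11, adjusted p = 0.0102) from limma. Spry1, of the same family, fell by 0.72 on the log2 scale (adjusted p = 0.0202). Not past the test without the array in brackets were Spry2 (proliferation replicate 3, adjusted p = 0.057) and Spry1 (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0564 to 0.107).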

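Gdnf (transcript cluster 10422844), the ligand of the Ret receptor complex that drives enteric progenitors, rose 4.33-fold. Its log2 value went from 7.69 ± 0.56 to 9.80 ± 0.08 (SD, n = 3), a log2 fold change of 2.11 (standard error 0.26, adjusted p = 0.00877) from limma. Of 30 growth factors and neurotrophic factors measured, 8 rose, 1 fell and 21 did not pass the test (10 rose and 2 fell when adjusted over the list alone). Fgf5 rose with a log2 fold change of 2.95 (standard error 0.24, adjusted p = 0.00316), Artn, another ligand of the GDNF family, with a log2 fold change of 1.28 (standard error 0.20, adjusted p = 0.0179), and Fgf2 by 1.18 on the log2 scale. Among the 23 that the paper does not name, Tgfa, Pdgfa and Lif rose and 20 did not pass, with 0.77 for Pdgfa and 0.95 for Lif, both named after their values had been seen. The growth factor list had a median of 0.15 (camera adjusted p = 0.0129, and adjusted p = 0.65 with an estimated correlation), and without proliferation replicate 2 the median was 0.063. Its camera adjusted p was 0.068 with array weights. Of the receptors grouped with growth factors in Table 2, Met, the receptor of hepatocyte growth factor, rose by 2.74 and Gfra3, the coreceptor of artemin, by 0.77. Of the 13 measured genes of that group, chosen on these samples, 10 rose, 2 fell and 1 did not pass. Without the array in brackets, the test was not passed by Gdnf (differentiation replicate 1, adjusted p = 0.056), Artn (differentiation replicate 1 or 2, adjusted p from 0.0678 to 0.0935), Fgf2 and Lif (proliferation replicate 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0777 to 0.166) and Pdgfa and Gfra3 (proliferation replicate 1 or 3 or differentiation replicate 1, 2 or 3, adjusted p from 0.0586 to 0.158). In the list the increases numbered 4 without proliferation replicate 3 or differentiation replicate 3, 2 without differentiation replicate 1 and 3 without differentiation replicate 2, and in the growth factor group of Table 2 the changes numbered 7 without proliferation replicate 3, 2 without differentiation replicate 1 and 6 without differentiation replicate 2.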

Taken together, it is conceivable that canonical Wnt signalling plays a role in the maintenance of the enteric progenitor pool during proliferation and is switched off at the beginning of differentiation conditions. Indeed, our previous gene expression analyses [15] as well as recently published cell culture experiments [63] and yet unpublished* in vitro* analyses strongly support this hypothesis.

## 5. Conclusion

This study focused on the changes in gene expression of enteric neural progenitor cells occurring within the first two days of transition from a proliferative state to differentiation* in vitro*. Using microarray analysis, we found a marked inhibition of cell cycle progression in general as well as strong evidence for neural stem cells differentiation into enteric neurons and glia cells. These findings were substantiated by the upregulation of genes related to synapse formation and neural connectivity. Most interesting, we found that this transition from enteric neural progenitor proliferation to differentiation was accompanied by a considerable inactivation of the canonical Wnt signalling pathway. This, together with previous work, strongly indicates that canonical Wnt activation is one of the driving mechanisms of enteric neural progenitor proliferation and thus might play a role in the homeostasis of this cell pool* in vivo* and* in vitro*.

## Supplementary Material

The supplementary material contains tables with additional information about the gene expression analysis.

## Figures and Tables

**Figure 1:**
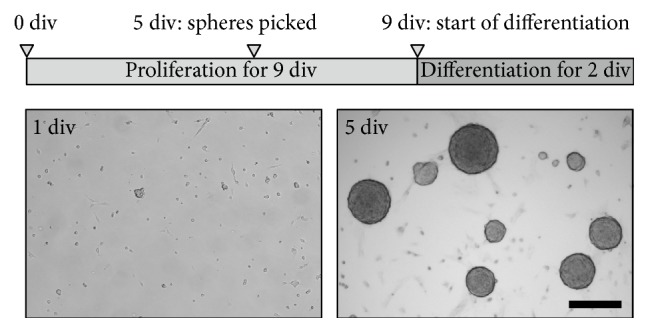
Time schedule of enterosphere culture. The timeline illustrates the schedule of* in vitro* culture. Cells were isolated at 0 div (days* in vitro*) and proliferated for 5 days. Spheres were then picked and again proliferated for 4 days. At 9 div, enterospheres were picked, washed, transferred to differentiation medium, and incubated for 2 days before gene expression analyses were carried out. The micrographs show proliferating enterospheres after 1 and 5 div. Scale bar: 200 *μ*m.

**Figure 2:**
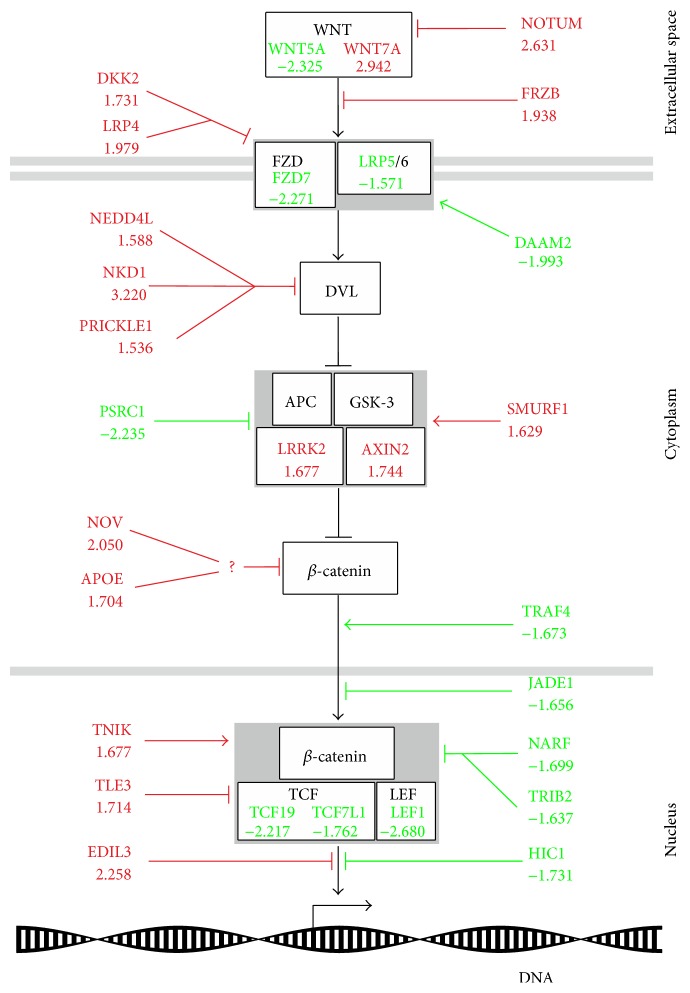
Detected regulatory influences on the canonical Wnt pathway. Scheme of the canonical Wnt pathway. Pointy arrowheads indicate an activating, blunt arrowheads, an inhibitory influence. The fold-change in expression of genes is written under the respective gene acronyms and colours indicate a general upregulation (red) or downregulation (green). For detailed explanation of the signalling cascade and regulated genes, see text.

**Table 1:** Selected genes related to cell cycle.

Gene	Encoded protein	Fold change	Cell cycle
AURKA	Aurora kinase A	−2.712	**STOP**
AURKB	Aurora kinase B	−4.146	**STOP**
CCNA2	Cyclin A2	−4.652	**STOP**
CCNB1	Cyclin B1	−5.752 −5.820 −5.857	**STOP**
CCNB2	Cyclin B2	−3.392	**STOP**
CCND1	Cyclin D1	−2.476	**STOP**
CCND3	Cyclin D3	−1.539	**STOP**
CCNE1	Cyclin E1	−1.777	**STOP**
CCNE2	Cyclin E2	−2.847	**STOP**
CCNF	Cyclin F	−3.211	**STOP**
CDC6	Cell division cycle 6	−1.936	**STOP**
CDC20	Cell division cycle 20	−3.113	**STOP**
CDC25B	Cell division cycle 25B	−1.636	**STOP**
CDC25C	Cell division cycle 25C	−2.414	**STOP**
CDC45	Cell division cycle 45	−1.769	**STOP**
CDCA2	Cell division cycle associated 2	−3.461	**STOP**
CDCA3	Cell division cycle associated 3	−3.003	**STOP**
CDCA5	Cell division cycle associated 5	−3.053	**STOP**
CDCA7L	Cell division cycle associated 7-like	−4.123	**STOP**
CDCA8	Cell division cycle associated 8	−3.467	**STOP**
CDK1	Cyclin-dependent kinase 1	−3.227	**STOP**
CDK15	Cyclin-dependent kinase 15	1.618	*GO *
CDK19	Cyclin-dependent kinase 19	1.619	*GO *
CDK5R1	Cyclin-dependent kinase 5, regulatory subunit 1 (p35)	1.597	—
CENPA	Centromere protein A	−1.895	**STOP**
CENPE	Centromere protein E, 312 kDa	−4.140	**STOP**
CENPF	Centromere protein F, 350/400 kDa	−3.927	**STOP**
CENPI	Centromere protein I	−2.899	**STOP**
CENPK	Centromere protein K	−2.813	**STOP**
CENPL	Centromere protein L	−1.864	**STOP**
CENPM	Centromere protein M	−3.407	**STOP**
CENPN	Centromere protein N	−2.465	**STOP**
CENPU	Centromere protein U	−1.624	**STOP**
SKA1	Spindle and kinetochore associated complex subunit 1	−1.532	**STOP**
SKA2	Spindle and kinetochore associated complex subunit 2	−1.582	**STOP**
SKA3	Spindle and kinetochore associated complex subunit 3	−3.490	**STOP**
SKP2	S-phase kinase-associated protein 2, E3 ubiquitin protein ligase	−1.845	**STOP**
SPC25	SPC25, NDC80 kinetochore complex component	−4.148	**STOP**

**Table 2:** Neural differentiation/development.

Gene	Encoded protein	Fold change
*Neural stem cells *		
ABCG2	ATP-binding cassette, subfamily G (WHITE), member 2 (junior blood group)	−1.526
ASPM	asp (abnormal spindle) homolog, microcephaly associated (*Drosophila*)	−4.911
CDT1	Chromatin licensing and DNA replication factor 1	−1.528
EGFL7	EGF-like-domain, multiple 7	3.132
EPHA2	EPH receptor A2	−1.529
ETV4	ets variant 4	−1.934
ETV5	ets variant 5	−2.844
		−2.651
FABP7	Fatty acid binding protein 7, brain	−2.095

*Neural differentiation *		
ATOH8	Atonal homolog 8 (*Drosophila*)	1.932
AXL	AXL receptor tyrosine kinase	2.015
CRIM1	Cysteine-rich transmembrane BMP regulator 1 (chordin-like)	1.999
CRLF1	Cytokine receptor-like factor 1	2.382
DAB1	Dab, reelin signal transducer, homolog 1 (*Drosophila*)	−2.297
ELK3	ELK3, ETS-domain protein (SRF accessory protein 2)	−1.613
ESCO2	Establishment of sister chromatid cohesion N-acetyltransferase 2	−4.767
GAP43	Growth associated protein 43	1.613
GLDN	Gliomedin	5.809
HMOX1	Heme oxygenase (decycling) 1	1.884
KLF9	Kruppel-like factor 9	1.592
Lmo3	LIM domain only 3	1.542
MAP6	Microtubule-associated protein 6	1.874
MYRF	Myelin regulatory factor	2.527
NEUROD4	Neuronal differentiation 4	2.036
OLIG1	Oligodendrocyte transcription factor 1	2.660
Pvr	Poliovirus receptor	1.768
RGS4	Regulator of G-protein signaling 4	1.955
S1PR1	Sphingosine-1-phosphate receptor 1	5.073
SOCS2	Suppressor of cytokine signaling 2	2.052
		2.335
WIPF1	WAS/WASL interacting protein family, member 1	1.587

*Neural differentiation markers *		
CALB2	Calbindin 2	1.616
CNP	2′,3′-Cyclic nucleotide 3′-phosphodiesterase	1.732
GFAP	Glial fibrillary acidic protein	2.239
MBP	Myelin basic protein	1.768
Mturn	Maturin, neural progenitor differentiation regulator homolog (*Xenopus*)	1.853
OMG	Oligodendrocyte myelin glycoprotein	−1.822
OPALIN	Oligodendrocytic myelin paranodal and inner loop protein	39.246
PLP1	Proteolipid protein 1	1.630
S100B	S100 calcium binding protein B	−1.675
TUBB2A	Tubulin, beta 2A class IIa	1.608
TUBB2B	Tubulin, beta 2B class IIb	1.535
TUBB3	Tubulin, beta 3 class III	1.976

*Synapse and neurotransmitters *		
ABAT	4-Aminobutyrate aminotransferase	−1.512
ADRA1D	Adrenoceptor alpha 1D	1.803
ADRA2A	Adrenoceptor alpha 2A	2.900
ADRA2B	Adrenoceptor alpha 2B	−2.093
CHRM2	Cholinergic receptor, muscarinic 2	1.635
CHRM3	Cholinergic receptor, muscarinic 3	−1.715
CHRNA7	Cholinergic receptor, nicotinic, alpha 7 (neuronal)	1.772
COMT	Catechol-O-methyltransferase	1.515
DDC	DOPA decarboxylase (aromatic L-amino acid decarboxylase)	1.711
DNM3	Dynamin 3	2.643
EPHA5	EPH receptor A5	2.076
GRIA3	Glutamate receptor, ionotropic, AMPA 3	−1.528
GRIA4	Glutamate receptor, ionotropic, AMPA 4	−1.997
GRIK2	Glutamate receptor, ionotropic, kainate 2	−1.565
GRM5	Glutamate receptor, metabotropic 5	−1.600
HTR1B	5-Hydroxytryptamine (serotonin) receptor 1B, G-protein-coupled	−2.377
HTR2B	5-Hydroxytryptamine (serotonin) receptor 2B, G-protein-coupled	2.205
LRRTM2	Leucine-rich repeat transmembrane neuronal 2	3.665
LRRTM3	Leucine-rich repeat transmembrane neuronal 3	2.210
NTM	Neurotrimin	1.820
PENK	Proenkephalin	3.478
PRR7	Proline rich 7 (synaptic)	1.788
SLC10A4	Solute carrier family 10, member 4	1.824
		1.867
SLITRK2	SLIT and NTRK-like family, member 2	−2.414
SLITRK6	SLIT and NTRK-like family, member 6	1.672
STON2	Stonin 2	4.054
STXBP3	Syntaxin-binding protein 3	1.730
Stxbp3b	Syntaxin-binding protein 3B	1.637
SV2C	Synaptic vesicle glycoprotein 2C	1.929
SYT6	Synaptotagmin VI	2.571

*Neurite outgrowth *		
ATF3	Activating transcription factor 3	2.579
DOK4	Docking protein 4	4.937
FEZ2	Fasciculation and elongation protein zeta 2 (zygin II)	1.547
NAV2	Neuron navigator 2	1.647
NRCAM	Neuronal cell adhesion molecule	2.496
PLXNB3	Plexin B3	1.739
RGMA	Repulsive guidance molecule family member a	1.552
RNF165	Ring finger protein 165	−1.548
ROBO2	Roundabout, axon guidance receptor, homolog 2 (*Drosophila*)	−2.211
SEMA3B	Sema domain, immunoglobulin domain (Ig), short basic domain, secreted (semaphorin) 3B	3.692
SEMA3E	Sema domain, immunoglobulin domain (Ig), short basic domain, secreted (semaphorin) 3E	2.877
SEMA4F	Sema domain, immunoglobulin domain (Ig), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 4F	4.891
SEMA6A	Sema domain, transmembrane domain (TM), and cytoplasmic domain (semaphorin) 6A	−1.707
SRGAP1	SLIT-ROBO Rho GTPase activating protein 1	1.524
UNC5B	unc-5 homolog B (*C. elegans*)	−1.927

*Growth factors *		
ARTN	Artemin	2.423
FGF2	Fibroblast growth factor 2 (basic)	2.264
FGF5	Fibroblast growth factor 5	7.704
GDF10	Growth differentiation factor 10	−2.361
GDF11	Growth differentiation factor 11	1.604
GDNF	Glial cell derived neurotrophic factor	4.325
GFRA3	GDNF family receptor alpha 3	1.707
MET	MET protooncogene, receptor tyrosine kinase	6.680
NGFR	Nerve growth factor receptor	1.728
NTRK3	Neurotrophic tyrosine kinase, receptor, type 3	−1.575
SNX16	Sorting nexin 16	1.641
SPHK1	Sphingosine kinase 1	1.704
SPRY1	Sprouty homolog 1, antagonist of FGF signaling (*Drosophila*)	−1.647

**Table 3:** Differentiation of smooth muscle cells/ICCs.

Gene	Encoded protein	Fold change
*Smooth muscle cells *		
ACTA2	Actin, alpha 2, smooth muscle, aorta	1.693
ACTG2	Actin, gamma 2, smooth muscle, enteric	2.336
ACTN1	Actinin, alpha 1	−1.724
AEBP1	AE binding protein 1	2.702
AFAP1	Actin filament associated protein 1	1.638
ARID5B	AT-rich interactive domain 5B (MRF1-like)	1.521
Cald1	Caldesmon 1	−1.535
CNN1	Calponin 1, basic, smooth muscle	1.652
ENG	Endoglin	−1.552
ENPP1	Ectonucleotide pyrophosphatase/phosphodiesterase 1	−1.522
ENPP2	Ectonucleotide pyrophosphatase/phosphodiesterase 2	2.959
ENTPD1	Ectonucleoside triphosphate diphosphohydrolase 1	1.636
FOSL2	FOS-like antigen 2	2.566
GAMT	Guanidinoacetate N-methyltransferase	1.725
MYO1E	Myosin IE	1.569
MYO5A	Myosin VA (heavy chain 12, myoxin)	1.680
MYO7B	Myosin VIIB	1.710
MYO18A	Myosin XVIIIA	1.994
MYPN	Myopalladin	1.570
NEB	Nebulin	1.569
Nebl	Nebulette	2.378
NUP210	Nucleoporin 210 kDa	−1.838
RBM24	RNA binding motif protein 24	1.548
SMTN	Smoothelin	−1.778
SSPN	Sarcospan	1.603
TAGLN	Transgelin	2.706

*ICC *		
GUCY1A3	Guanylate cyclase 1, soluble, alpha 3	−1.876
GUCY1B3	Guanylate cyclase 1, soluble, beta 3	−2.008
KIT	v-kit Hardy-Zuckerman 4 feline sarcoma viral oncogene homolog	−1.798
KITLG	KIT ligand	−1.541

**Table 4:** ECM.

Gene	Encoded protein	Fold change
CHSY3	Chondroitin sulfate synthase 3	−1.645
COL6A5	Collagen, type VI, alpha 5	1.527
COL12A1	Collagen, type XII, alpha 1	−1.973
COL14A1	Collagen, type XIV, alpha 1	6.135
COL16A1	Collagen, type XVI, alpha 1	1.666
COL18A1	Collagen, type XVIII, alpha 1	1.595
COL27A1	Collagen, type XXVII, alpha 1	1.522
COLGALT2	Collagen beta(1-O)galactosyltransferase 2	−1.564
CSPG4	Chondroitin sulfate proteoglycan 4	−2.952
CSPG5	Chondroitin sulfate proteoglycan 5 (neuroglycan C)	−1.585
CYR61	Cysteine-rich, angiogenic inducer, 61	1.748
ECM1	Extracellular matrix protein 1	2.580
HSPG2	Heparan sulfate proteoglycan 2	1.923
ITGA1	Integrin, alpha 1	−1.665
ITGA4	Integrin, alpha 4 (antigen CD49D, alpha 4 subunit of VLA-4 receptor)	−2.324
ITGA7	Integrin, alpha 7	4.203
ITGA8	Integrin, alpha 8	−2.262
ITGA11	Integrin, alpha 11	1.762
ITGB3	Integrin, beta 3 (platelet glycoprotein IIIa, antigen CD61)	−5.342
ITGB4	Integrin, beta 4	1.567
KRT80	Keratin 80	2.833
LAMA4	Laminin, alpha 4	−1.537
LAMA5	Laminin, alpha 5	1.684
LOX	Lysyl oxidase	3.250
LOXL4	Lysyl oxidase-like 4	2.427
		2.417
MATN2	Matrilin 2	2.570
MMP2	Matrix metallopeptidase 2 (gelatinase A, 72 kDa gelatinase, 72 kDa type IV collagenase)	1.668
MMP9	Matrix metallopeptidase 9 (gelatinase B, 92 kDa gelatinase, 92 kDa type IV collagenase)	−5.557
MMP15	Matrix metallopeptidase 15 (membrane-inserted)	−2.017
MMP16	Matrix metallopeptidase 16 (membrane-inserted)	−1.634
MMP17	Matrix metallopeptidase 17 (membrane-inserted)	1.612
MMP19	Matrix metallopeptidase 19	3.236
MMP28	Matrix metallopeptidase 28	1.956
NDST3	N-deacetylase/N-sulfotransferase (heparan glucosaminyl) 3	−5.557
P4HA1	Prolyl 4-hydroxylase, alpha polypeptide I	−1.958
PLOD3	Procollagen-lysine, 2-oxoglutarate 5-dioxygenase 3	2.250
UGDH	UDP-glucose 6-dehydrogenase	1.529

**Table 5:** Wnt.

Gene	Encoded protein	Fold change
*Wnt signaling cascade *		
FZD7	Frizzled class receptor 7	−2.271
LEF1	Lymphoid enhancer-binding factor 1	−2.680
LRP5	Low density lipoprotein receptor-related protein 5	−1.571
LRRK2	Leucine-rich repeat kinase 2	1.677
TCF19	Transcription factor 19	−2.217
F7L1	Transcription factor 7-like 1 (T-cell specific, HMG-box)	−1.762
WNT5A	Wingless-type MMTV integration site family, member 5A	−2.325
WNT7B	Wingless-type MMTV integration site family, member 7B	2.942

*Target gene *		
ARL4C	ADP-ribosylation factor-like 4C	2.179
AXIN2	Axin 2	1.744
CCND1	Cyclin D1	−2.476
CSRNP1	Cysteine-serine-rich nuclear protein 1	1.822
RACGAP1	Rac GTPase activating protein 1	−3.201
SPRY2	Sprouty homolog 2 (*Drosophila*)	−1.771
SPRY4	Sprouty homolog 4 (*Drosophila*)	−2.771
WISP1	WNT1 inducible signaling pathway protein 1	2.489

*Wnt antagonists/inhibitors *		
APOE	Apolipoprotein E	1.704
DKK2	Dickkopf WNT signaling pathway inhibitor 2	1.731
EDIL3	EGF-like repeats and discoidin I-like domains 3	2.258
FRZB	Frizzled-related protein	1.938
HIC1	Hypermethylated in cancer 1	−1.731
JADE1	Jade family PHD finger 1	−1.656
LRP4	Low density lipoprotein receptor-related protein 4	1.979
NARF	Nuclear prelamin A recognition factor	−1.699
NEDD4L	Neural precursor cell expressed, developmentally downregulated 4-like, E3 ubiquitin protein ligase	1.588
NKD1	Naked cuticle homolog 1 (*Drosophila*)	3.220
NOTUM	Notum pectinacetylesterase homolog (*Drosophila*)	2.631
NOV	Nephroblastoma overexpressed	2.050
PRICKLE1	Prickle homolog 1 (*Drosophila*)	1.536
TLE3	Transducin-like enhancer of split 3	1.714
TRIB2	Tribbles pseudokinase 2	−1.637

*Wnt activators *		
DAAM2	Dishevelled associated activator of morphogenesis 2	−1.993
PSRC1	Proline/serine-rich coiled-coil 1	−2.235
TNIK	TRAF2 and NCK interacting kinase	1.677
TRAF4	TNF receptor-associated factor 4	−1.673

How the deposited data were processed for this re-analysis (not part of the article)

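Gene expression was measured in 6 samples of enterospheres, 3 kept in proliferation and 3 moved to differentiation, with 1 GeneChip Mouse Gene 1.0 ST array per sample. Groups and replicate numbers were taken from the labels of the samples, which the paper's design matches, and where labels and paper differ on culture details both are given with the description of the experiment. According to the paper's methods, the authors read the arrays with AGCC 3.0 and Expression Console 1.0 and normalized them with RMA in Partek Software 6.6. RMA as usually run corrects background, equalises the distributions of the arrays by quantile normalization and summarises the probes of each transcript cluster. The deposited values are on the log2 scale, and group differences taken as powers of 2 gave the fold changes of Tables 1 to 5, by which the scale was checked. The genome build and annotation version behind them are not given in the sources used here. Quantile normalization holds the distributions of the arrays alike, so a change shared by most transcripts would not be seen.

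Gene symbols came from a table of the platform's annotation. The Entrez identifiers of 21698 transcript clusters were found in a gene table of assembly GRCm38.p6, used for names alone, and 0 symbols were updated by it. Clusters with several symbols or none entered the counts of clusters and named no gene. Of the 999 genes with several clusters, the cluster with the highest mean over the 6 arrays was used, and 25 changed genes had another cluster with a different call. The groups were compared in limma 3.58.1 (R 4.3.3) with lmFit and eBayes, group as the term in the model, two-sided, with Benjamini-Hochberg adjustment over the 35556 clusters and no filter. A call is an adjusted p under 0.05 with no minimum fold. The prior had 2.83 degrees of freedom. Tables were handled with pandas 2.3.3 and plots drawn with matplotlib 3.10.9 in Python 3.11.15. Gene lists were tested with camera at a preset correlation of 0.01 on 1 cluster per gene, adjusted over the 39 lists, and 806 of the 863 entries of the lists were measured. Genes of a list past the test were counted with the adjustment over all clusters and with that over the list alone.

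The lists were mitosis and kinetochore, cyclins and cyclin-dependent kinases, DNA replication, cell cycle exit, promotion and inhibition of apoptosis, p53 targets, enteric neural crest progenitors, neurons, enteric glia, myelin, synapse and vesicle release, neurotransmitter receptors, axon guidance, smooth muscle, interstitial cells of Cajal, collagens and laminins, integrins, matrix proteases and inhibitors, direct canonical Wnt targets, canonical Wnt receptors and effectors, Wnt ligands, Wnt inhibitors, and growth factors. Lists on other subjects covered ERK feedback, Notch, BMP and TGF-beta, Hedgehog, cholesterol synthesis, glycolysis and hypoxia, stress response, interferon response, lysosome and autophagy, ribosomal proteins, and markers of fibroblasts, endothelial cells, macrophages, epithelial and mesothelial cells. Genes were named by a rule with 3 parts: the 12 largest increases and the 12 largest decreases among called genes whose groups did not overlap, every gene that the paper names in its text or Tables 1 to 5, and in each list up to 4 called members with the largest change and any called member that alone went against its list. The values of the paper's tables had been seen when the rule was written. It named 294 genes, 24 by the first part, 236 by the second and 105 by the last, and genes named outside it are marked as such in the text.

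Alternatives were the replicate number as a block, limma-trend with robust estimation, cyclic loess between arrays, centring of each array on its median, clusters at or above the median cluster mean alone, clusters with 1 symbol alone, array weights, leaving out each array in turn, the mean of all clusters of a gene with adjustment over genes, camera with an estimated correlation and fry. For the counts they also included the methods' t-test at its stated thresholds, after Benjamini-Hochberg and in paired form, and limma without correction at 1.5-fold. The steps were tested on simulated data with 200 of 35556 clusters changed and 3 arrays against 3. Of these the comparison recovered 14.9% at 1.5-fold, 65.7% at 2-fold and 95.5% at 4-fold, and 6 of 123 calls were false. A shifted list was called, and of 20 lists that were not shifted 0 were. Array values carry no counts, so the precision rests on the number of arrays and the spread between them. The text of the paper describes the cultures as independent experiments, while the labels do not say whether a replicate number marks one. The supplementary tables of the paper were not used here, and genes without a cluster of their own were not analysed here.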

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

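The tests of the direct Wnt targets, of the other ERK feedback genes, of Mag, Mog and Mobp and of the markers of enteric glia were chosen only after the results were seen, and for the Wnt targets and the ERK feedback genes camera's p replaced the median as the deciding value after the medians had been seen.

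In the lists on Wnt signalling, Axin2, Nkd1, Notum, Tnfrsf19 and Ccn4, 5 direct targets of the canonical pathway, rose (3 increases without proliferation replicate 3 or differentiation replicate 1 or 2) and 2 others fell, while of 25 receptors and effectors 4 fell (2 without proliferation replicate 3 or differentiation replicate 2 or 3, 1 without differentiation replicate 1), 1 rose and 20 did not pass the test, with Lef1 among the decreases of both lists. Whether a lower canonical output alone accounts for this stays open, as the 18 measured direct targets did not lie apart from the other genes as a set (unadjusted camera p = 0.111, and p = 0.253 with an estimated correlation), while with the dim clusters left out camera placed the list higher (median 0.39, adjusted p = 0.0315). After cyclic loess or centring of the arrays on their medians, the lowest log2 fold change of these 5 genes was 0.77, and each kept its call. This argues against an offset between arrays left after RMA. Both settings start from the RMA values, so they cannot undo or test the normalization within RMA. Spry2, Spry4 and Ccnd1 may have fallen with the feedback genes of ERK signalling after EGF and FGF were withdrawn, a hypothesis for which the other 23 genes of that list lay lower as a set (median -0.21, unadjusted camera p = 5.92e-06, and p = 0.0658 with an estimated correlation). Whether output rose in some cells of the spheres and fell in others was not tested.

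Opalin and Enpp6, a phosphodiesterase, are genes of oligodendrocytes and were among the largest increases, beside 7 of 19 myelin genes that rose (2 without differentiation replicate 1). RNA from central oligodendrocytes would have brought Mag, Mog and Mobp, but these did not pass limma's test, the highest of their log2 fold changes was 0.21, that of Mobp (adjusted p = 0.262, unadjusted p = 0.0345), and their group means on the log2 scale lay between 4.93 for Mag in proliferation and 5.57 for Mog in differentiation. A higher share of enteric glia goes with the 4 of 11 glial markers that rose, Scn7a, Entpd2, Gfap and Ngfr (1 without differentiation replicate 1), and with the median of that list (0.28, camera adjusted p = 0.0123, and adjusted p = 0.245 with an estimated correlation), a call lost without proliferation replicate 1 (0.0578) and with array weights (0.0511). Such a share alone would not have lowered Fabp7 and S100b, which fell with log2 fold changes of -1.07 and -0.74, the call of S100b being lost without proliferation replicate 2 or 3 or differentiation replicate 1 or 3 (adjusted p from 0.0547 to 0.128) and that of Fabp7 without proliferation replicate 3 or differentiation replicate 1 or 3 (adjusted p from 0.0675 to 0.106). A change within the glial cells of the spheres remains a candidate explanation of the myelin genes, as a hypothesis, and no test here bears on it.

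Genes of cholesterol synthesis had a median of -0.57 on the log2 scale and lay below the other genes (camera adjusted p = 3.52e-15, and adjusted p = 0.245 with an estimated correlation), which drew notice as a signal in genes that the paper does not discuss. An offset between arrays left after RMA is argued against by the median after cyclic loess or centring, which was -0.56 in the setting nearer to 0. The normalization within RMA was not tested, as both settings start from its values. A single array as the source of the lower median is argued against as well. With 1 array left out the median lay between -0.605 (proliferation replicate 1) and -0.534 (differentiation replicate 1). The highest camera adjusted p in these fits was 7.01e-12, at the preset correlation, at which the list is far past the threshold in any case. The calls of single genes did depend on the arrays. The number that fell was 12 and became 2 without proliferation replicate 3, 0 without differentiation replicate 1 and 5 without differentiation replicate 2. A lower need for sterols in cells that divide less is a candidate explanation, as a hypothesis that was not tested. The genes of cell division fell in the same arrays, which alone does not tie these decreases to each other.

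The results that follow are given because the signal lies in lists that the paper does not discuss as groups, although it names some of their members, or in genes that it does not name. The list of feedback genes and immediate targets of ERK signalling had a median of -0.28 (camera adjusted p = 8.16e-08, and adjusted p = 0.245 with an estimated correlation), and one of -0.46 without proliferation replicate 2. The list of the integrated and endoplasmic reticulum stress response had a median of 0.28 (camera adjusted p = 1.49e-04, and adjusted p = 0.245 with an estimated correlation). For glycolysis and hypoxia the median was -0.15 (camera adjusted p = 0.0103, and adjusted p = 0.331 with an estimated correlation), and camera's adjusted p was 0.0537 without proliferation replicate 3 and 0.0668 with the dim clusters left out, while the median was -0.23 with array weights. For lysosome and autophagy it was 0.15 (camera adjusted p = 0.0111, and adjusted p = 0.66 with an estimated correlation), with 0.0676 without proliferation replicate 2 and 0.172 with array weights as the camera adjusted p. The response to BMP and TGF-beta had a median of 0.11 (camera adjusted p = 0.0268, and adjusted p = 0.245 with an estimated correlation), and its camera adjusted p was 0.0679 without proliferation replicate 2, 0.0644 without differentiation replicate 2 and 0.152 with array weights. Its median was 0.021 without proliferation replicate 2 and 0.30 without proliferation replicate 1. Among the genes with the largest increases, those that the paper does not name were Lgals3, Aqp1, Casq2, Ucn2, Arsi, Mustn1, Gpnmb and Enpp6, with log2 fold changes of 3.61, 3.35, 3.19, 3.03, 2.95, 2.90, 2.73 and 2.64. Among the largest decreases they were Car6, Pth2r, Scrg1, Nusap1, Bub1, Pde7b, Mki67, Kif18b and Cdo1, with log2 fold changes of -3.77, -2.75, -2.68, -2.54, -2.52, -2.37, -2.35, -2.34 and -2.34. The adjusted p of these genes from limma lay between 3.17e-04 and 0.0128, and Ucn2 did not pass without differentiation replicate 1 (adjusted p = 0.053), Car6 did not pass without differentiation replicate 1 (adjusted p = 0.0587) and Pth2r did not pass without proliferation replicate 3 or differentiation replicate 1 (adjusted p from 0.0636 to 0.073).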

How the results depend on the processing

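No result past its test reversed its direction in another setting, while the medians of some lists that had not passed changed sign, no cluster was called in opposite directions, and no setting was added after the data were seen. Of the 261 named genes past the test, 86 passed in every setting. Calls lost without 1 array numbered 174 without differentiation replicate 1, 129 without proliferation replicate 3, 97 and 86 without differentiation replicates 2 and 3, and 28 and 25 without proliferation replicates 1 and 2. Cyclic loess ended 5 of these calls, centring on array medians 3 and the mean of all clusters of a gene 1, while limma-trend added 6, the filter on dim clusters 16 and array weights 30. Clusters with 1 symbol and 1 value per gene, the mean of its clusters, added 25 each, and the dim filter and these settings also adjust over fewer tests. Of 9 called genes named after their values had been seen, 8 lost their call without proliferation replicate 3 or without differentiation replicate 1, and 1 after cyclic loess, centring or limma-trend. Against 1459 changed clusters, array weights gave 12721 (7315 higher, 5406 lower, 2486 by at least 1.5-fold), with a weight of 7.45 for differentiation replicate 1 and 3.62 for proliferation replicate 3 against 0.40 to 0.49 for the others, and the cause was not tested beyond these weights. Benjamini-Hochberg adjustment of the methods' t-test gave 253 (175 higher, 78 lower, 176 by at least 1.5-fold), and 176 (122 higher, 54 lower) with the 1.5-fold minimum, as a test that takes the spread of each cluster from its own 6 values. Without 1 array the counts ranged from 294 to 1297 changed, 165 to 587 higher, 129 to 710 lower and 294 to 1177 by at least 1.5-fold. They were lowest without differentiation replicate 1 and next lowest without proliferation replicate 3. The pairs then left differed most within their groups. The SD of their difference was 0.377 for differentiation replicates 2 and 3 and 0.351 for proliferation replicates 1 and 2. The other pairs within groups had 0.244 to 0.297. The loss of calls thus goes with a wider spread between the arrays left, and no other cause was tested. Apart from the replicate block, the other settings kept the counts of clusters within 1.5-fold.

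The replicate number as a block gave 664 (285 higher, 379 lower, 664 by at least 1.5-fold), 649 of them called in the same direction without the block, and the paired form of the methods' t-test called 1084 clusters against 1454. The labels link samples by a number alone and leave open whether same-numbered samples came from one experiment. Deviations from the group means correlated at 0.00, 0.09 and -0.07 in the same-numbered pairs and between -0.17 and 0.16 in the others. Not every sample correlated best with its own number, but with 3 arrays per group these correlations cannot settle whether samples were paired. The block ended 99 calls of named genes, among them Axin2, Lrp5, Tcf7l1, Tubb3 and Ccn4, added 1 and changed no call of a gene list. The paragraphs on single genes do not list the calls lost with the block.

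With an estimated correlation between genes camera called no list, the medians standing as they were at 0.11 for BMP and TGF-beta response, -0.80 for DNA replication, -0.28 for ERK feedback and immediate targets of EGF and FGF, 0.092 for Wnt inhibitors, -0.12 for canonical Wnt receptors and effectors, -0.57 for cholesterol synthesis, -0.83 for cyclins, CDKs and cell division cycle, 0.28 for enteric glia, 0.28 for enteric neural crest progenitors, -0.15 for glycolysis and hypoxia, 0.15 for growth factors and neurotrophic factors, 0.28 for integrated and endoplasmic reticulum stress response, -0.88 for interstitial cells of Cajal, 0.15 for lysosome and autophagy, -1.77 for mitosis and kinetochore, 0.21 for myelin and -0.24 for p53 targets. By its construction camera gives a higher p where genes of a list correlate more. Array weights ended the calls of the response to BMP and TGF-beta (median 0.10), enteric glia (0.27), growth factors (0.18) and lysosome (0.065), and the filter on dim clusters those of Wnt receptors and effectors (-0.12) and glycolysis (-0.18), while it called the direct Wnt targets (0.39). Fry called the inhibitors of cyclin-dependent kinases (-0.12, adjusted p = 0.032) and the direct Wnt targets (0.11, adjusted p = 0.018) but not the growth factors (0.15, adjusted p = 0.065), and shared 16 calls with camera. Without 1 array the medians ranged from 0.021 to 0.30 for the response to BMP and TGF-beta (call lost without proliferation replicate 2 or differentiation replicate 2), 0.061 to 0.17 for Wnt inhibitors (proliferation replicate 3 or differentiation replicate 3), 0.25 to 0.34 for enteric glia and 0.25 to 0.32 for neural crest progenitors (proliferation replicate 1), -0.17 to -0.12 for glycolysis (proliferation replicate 3) and 0.078 to 0.18 for lysosome (proliferation replicate 2), with camera adjusted p of no more than 0.0679. They ranged from -0.0042 to 0.17 for fibroblasts, called without proliferation replicate 1, and from -0.024 to 0.16 for neurons, called without proliferation replicate 3. The cause was not tested. The other 31 lists kept their side of the threshold without each array, and limma-trend, cyclic loess, centring, clusters with 1 symbol and the mean of all clusters changed the call of no list. Signal near background limits the dim clusters, for which no detection call was used, and 3 arrays per group limit all results. The 10 splits of the 6 arrays into 3 and 3 are too few for a share under 0.05. The real split called 1459 clusters and the highest of the others 0.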

Differences from the paper's values

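Signed fold changes could be compared for 230 of the 245 printed in Tables 1 to 5, and 226 lay within 0.2% of the paper's. Table 2 prints 1.824 and 1.867 for Slc10a4, and the value here was 1.824, within the spread of the replicates of the other as well, while a transcript cluster shared by Slc10a4l and Slc10a4 had 1.867. For Tubb2b the value was 1.420 against the paper's 1.535, and no alternative set before the data were examined came within the spread. A transcript cluster shared by Tubb2b, Tubb2a and Tubb2a-ps2, from which no gene was named here, had 1.535. For Col6a5 the value was 1.281 against the paper's 1.527. Array weights (1.363), leaving out differentiation replicate 2 (1.399) and the mean of its clusters (1.399) came within the spread, the other alternatives did not, and the dimmer of its clusters had 1.527. For Ndst3 the value was -1.737 against the paper's -5.557, which Table 4 also prints for Mmp9, and none of the alternatives came within the spread. For Wnt7a the value was 1.116 against the paper's value of about 2.9 in Fig. 2, read by eye, and no alternative that gave a value came within the spread. Wnt7b, which Table 5 lists, had 2.942.

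The genes of Tables 1 to 5 were selected by the paper without correction for multiple testing. Of the 225 distinct genes measured, 223 passed those thresholds here, 197 passed limma's adjusted test and 28 did not. Among the latter are genes that the paper names in its text as higher or lower in differentiation. It describes Sv2c as higher, and the log2 fold change was 0.95 (adjusted p = 0.0524 from limma). The settings that called it, with the adjusted p in brackets, were limma-trend (0.0425), the filter on dim clusters (0.0248), the test of clusters with 1 symbol alone (0.0168), array weights (0.00157), leaving out proliferation replicate 1 (0.0385), leaving out proliferation replicate 2 (0.0361) and the test of 1 value per gene (0.0158). It counts Kit among the markers of interstitial cells of Cajal that fell, and the log2 fold change was -0.85 (adjusted p = 0.0501), with calls by limma-trend (0.0318), centring of the arrays (0.0354), the filter on dim clusters (0.0232), the test of clusters with 1 symbol alone (0.0162), array weights (8.13e-04), leaving out proliferation replicate 2 (0.0156) and the test of 1 value per gene (0.0152). The other markers of these cells in Table 3 fell. It describes Frzb and Dkk2 as higher, and their log2 fold changes were 0.95 (adjusted p = 0.0806) and 0.79 (adjusted p = 0.0518). Frzb was called by the filter on dim clusters (0.0396), the test of clusters with 1 symbol alone (0.0292), array weights (0.00202), leaving out proliferation replicate 2 (0.00909) and the test of 1 value per gene (0.0278), and Dkk2 by limma-trend (0.0373), the filter on dim clusters (0.024), the test of clusters with 1 symbol alone (0.0168), array weights (0.00385), leaving out proliferation replicate 2 (0.0246) and the test of 1 value per gene (0.0159). The filter, the test of clusters with 1 symbol and that of 1 value per gene adjust over fewer tests, and the log2 fold changes of these genes did not change with them. The methods' t-test at its stated thresholds called Sv2c, Kit, Frzb and Dkk2.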

Other observations

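Of 26 measured feedback genes and immediate targets of ERK signalling, which report signalling by EGF and FGF, 11 fell and 15 did not pass the test (11 fell and 1 rose when adjusted over the list alone). The list had a camera adjusted p = 8.16e-08, and adjusted p = 0.245 with an estimated correlation. Dusp4, a phosphatase that acts on ERK, and the ETS factors Etv5 and Etv4 fell with log2 fold changes of -1.61, -1.41 and -0.95 (adjusted p = 0.00488, 0.00363 and 0.00654 from limma), and each passed with each array left out. Of the 19 members that the paper does not name, 4 fell and the others did not pass. The number that fell was 6 without proliferation replicate 3 or differentiation replicate 1. Genes that respond to BMP and TGF-beta rose in small part, with 2 of 15 past the test (5 when adjusted over the list alone), and without differentiation replicate 1 the increases numbered 1. Id3, an inhibitor of bHLH factors, had a log2 fold change of 1.07 (standard error 0.13, adjusted p = 0.00808) and Atoh8, a bHLH factor, one of 0.95 (standard error 0.10, adjusted p = 0.00571). Id3 did not pass without differentiation replicate 1 (adjusted p = 0.0544). In the Notch pathway the receptor Notch2 fell by 0.49 on the log2 scale (adjusted p = 0.0457) and the other 14 genes did not pass (1 rose and 2 fell when adjusted over the list alone, camera adjusted p = 0.877). The call of Notch2 was lost without each of the 6 arrays (adjusted p from 0.0716 to 0.146). The 3 measured targets of Hedgehog did not pass limma's test, with 1 of them higher at an unadjusted p under 0.05 and a camera adjusted p of 0.569.

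Of 20 measured genes of cholesterol synthesis, 12 fell and 8 did not pass the test (17 fell when adjusted over the list alone). For this list the camera adjusted p was 3.52e-15, and adjusted p = 0.245 with an estimated correlation. Idi1, an isomerase of isoprenoid precursors, Cyp51, which demethylates lanosterol, and the sterol reductases Tm7sf2 and Dhcr7 fell with log2 fold changes of -1.21, -0.90, -0.80 and -0.77 (adjusted p = 0.0107, 0.0161, 0.00729 and 0.00645 from limma). Idi1 did not pass without proliferation replicate 3 or differentiation replicate 1 (adjusted p from 0.0588 to 0.0601), Cyp51 did not pass without proliferation replicate 3 or differentiation replicate 1, 2 or 3 (adjusted p from 0.0537 to 0.0911), Tm7sf2 did not pass without differentiation replicate 1 (adjusted p = 0.0548) and Dhcr7 did not pass without differentiation replicate 1 (adjusted p = 0.0512). The number that fell was 2 without proliferation replicate 3, 0 without differentiation replicate 1 and 5 without differentiation replicate 2. Of 18 genes of the integrated and endoplasmic reticulum stress response 4 rose and 14 did not pass (8 rose when adjusted over the list alone). Atf3, a stress-induced transcription factor, Chac1, which degrades glutathione, Mthfd2, an enzyme of mitochondrial folate metabolism, and Trib3, a pseudokinase, rose with log2 fold changes of 1.37, 0.75, 0.55 and 0.51. Atf3 did not pass without proliferation replicate 3 or differentiation replicate 1, 2 or 3 (adjusted p from 0.0903 to 0.141), Chac1 did not pass without differentiation replicate 1 (adjusted p = 0.056), Mthfd2 did not pass without proliferation replicate 3 or differentiation replicate 1 or 2 (adjusted p from 0.051 to 0.089) and Trib3 did not pass without proliferation replicate 2 or 3 or differentiation replicate 1, 2 or 3 (adjusted p from 0.0812 to 0.133), and the increases numbered 1 without proliferation replicate 3 or differentiation replicate 2, 0 without differentiation replicate 1 and 2 without differentiation replicate 3. In glycolysis and hypoxia 3 of 22 genes fell, 1 rose and 18 did not pass (5 fell and 2 rose when adjusted over the list alone). P4ha1, a collagen prolyl hydroxylase, Egln3, a hydroxylase that acts on hypoxia-inducible factors, and Pfkl, a phosphofructokinase, fell with log2 fold changes of -0.97, -0.70 and -0.61, and Ndrg1, which hypoxia induces in many cells, rose by 0.70. Egln3 did not pass without proliferation replicate 3 or differentiation replicate 1 (adjusted p from 0.0519 to 0.0579), Pfkl did not pass without proliferation replicate 1 or 3 or differentiation replicate 1 or 2 (adjusted p from 0.0593 to 0.107) and Ndrg1 did not pass without proliferation replicate 3 or differentiation replicate 1 (adjusted p from 0.0507 to 0.0686), and the decreases numbered 1 without proliferation replicate 3 or differentiation replicate 1 and the increases 2 without proliferation replicate 2 and 0 without proliferation replicate 3 or differentiation replicate 1. Of 18 genes of lysosome and autophagy Gpnmb, a membrane glycoprotein, and Map1lc3a, a protein of the autophagosome, rose and 16 did not pass, with the same counts when adjusted over the list alone. The log2 fold change of Map1lc3a was 0.54. Map1lc3a did not pass without proliferation replicate 2 or 3 or differentiation replicate 1, 2 or 3 (adjusted p from 0.0693 to 0.141), and the increases numbered 1 without proliferation replicate 2 or 3 or differentiation replicate 1, 2 or 3. The 19 ribosomal protein genes and 17 interferon response genes did not pass limma's test, with 0 ribosomal protein genes and 1 interferon gene at an unadjusted p under 0.05 and camera adjusted p values of 0.707 and 0.99.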
